# Disturbed glycolipid metabolism activates CXCL13-CXCR5 axis in senescent TSCs to promote heterotopic ossification

**DOI:** 10.1007/s00018-024-05302-3

**Published:** 2024-06-17

**Authors:** Yuyu Chen, Jinna Wu, Chipiu Wong, Wenjie Gao, Xiangdong Qi, Hang Zhou

**Keywords:** Heterotopic ossification, Glycolipid metabolism, Cellular senescence, CXCL13

## Abstract

Heterotopic ossification (HO) occurs as a common complication after injury, while its risk factor and mechanism remain unclear, which restricts the development of pharmacological treatment. Clinical research suggests that diabetes mellitus (DM) patients are prone to developing HO in the tendon, but solid evidence and mechanical research are still needed. Here, we combined the clinical samples and the DM mice model to identify that disordered glycolipid metabolism aggravates the senescence of tendon-derived stem cells (TSCs) and promotes osteogenic differentiation. Then, combining the RNA-seq results of the aging tendon, we detected the abnormally activated autocrine CXCL13-CXCR5 axis in TSCs cultured in a high fat, high glucose (HFHG) environment and also in the aged tendon. Genetic inhibition of CXCL13 successfully alleviated HO formation in DM mice, providing a potential therapeutic target for suppressing HO formation in DM patients after trauma or surgery.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00018-024-05302-3.

## Introduction

Heterotopic ossification (HO) refers to the pathological formation of ectopic bone in the tendon, ligament, muscle, and other soft tissues [1]. According to the different etiologies, HO can be divided into acquired non-genetic forms and inherited genetic forms. As the most common type of HO, acquired HO commonly occurs after musculoskeletal trauma or neurogenic trauma. Genetic HO, which results from gene mutation, consists of fibrodysplasia ossificans progressiva (FOP) [2, 3], progressive osseous heteroplasia (POH) [4], and Albright inherited osteodystrophy (AHO) [5]. Patients with HO often develop chronic pain, unhealed wounds, and restricted motion, leading to a diminished quality of life [6]. However, due to the uncertainty of the pathology, there is still no effective therapy for HO.

Multiple risk factors have been identified for the initiation and progression of HO, including obesity, mechanical stress, and infection. In recent research, various epidemiological studies have suggested a possible connection between diabetes mellitus (DM) and HO. For example, obesity-related genes were detected in the pathogenesis of ossification of ligamentum flavum (OLF) [7]. Similarly, taking advantage of genome-wide association studies (GWASs) data of ossification of the posterior longitudinal ligament (OPLL) also indicated a genetic correlation between OPLL and body mass index (BMI) and DM [8]. In addition, increased thickness and calcified fibers were detected in the diabetic tendon, resulting in decreased tensile tolerance and a higher risk of tendon rupture [9, 10]. This also increased the stiffness of the tendon and led to a limited range of joint motion [11, 12]. However, despite the connection between DM and HO, there is still no in vivo study exploring this mechanism.

Lineage-tracing studies have examined which specific mesenchymal progenitor subsets are the main contributors to HO. The *Scx*^*+*^ tendon-derived stem cells (TSCs) have been proven to be progenitor cells of tendon and ligament HO. Multiple pathological factors, including hypoxia, inflammation, and angiogenesis, have been identified as contributing to the abnormal osteogenic differentiation of TSCs. After trauma, inflammation caused by macrophage infiltration changes the commitment of progenitor [13], and the local hypoxic environment also induces hypoxia-induced factor 1 alpha (HIF1α) to mediate the endochondral ossification of progenitor [14], which finally increases the differentiation of progenitors. During the regeneration phase, angiogenesis promotes the osteogenic differentiation of progenitors [15]. Previous studies revealed that inflammation and abnormal angiogenesis were both important pathologic changes in DM patients, but how the aberrant metabolic environment changes the differentiation of TSCs is still unknown.

In the current study, a higher occurrence rate of tendon and ligament HO was observed in DM patients. The DM mice model was then established and exerted with Achilles tenotomy. Similar to the DM patients, larger and more extensive tendon HO was detected in the DM mice. Mechanically, disordered glucolipid metabolism promoted the senescence and osteogenesis of TSCs by regulating the level of chemokine C-X-C motif ligand 13 (CXCL13). Furthermore, local injection of adeno-associated virus (AAV) was exerted to knock out *Cxcl13*, and tendon HO in DM mice was significantly rescued. Our study provides new insight into the underlying mechanism of tendon HO in DM and suggests a potential target for the treatment of HO in DM patients.

## Results

### DM patients and DM mice were more susceptible to developing tendon and ligament HO

First, we collected patients suffering from cervical spondylosis, including cervical radiculopathy and cervical myelopathy, and analyzed their CT scanning images (Fig. 1a). After controlling the variables, including age, sex, and body mass index (BMI) (Supplementary Table 1), we divided the patients into two groups according to the hemoglobin A1C (HbA1C): Control group (HbA1C < 6%) and Hyperglycemia group (HbA1C ≥ 6%). Then, we detected 37.5% of patients with HO in the Control group and 85% in the Hyperglycemia group (Fig. 1b), which suggests that hyperglycemia may be a risk factor for HO. We also collected tendon tissue from patients diagnosed with DM and from patients with normal blood glucose levels. A scattered cavity was observed in the DM tendon (Fig. 1c, upper lane), suggesting that increased cell apoptosis occurred in the tendon tissue of the DM patients. Unlike the normal tendon, the fiber of the DM tendon exhibited significant curly and disorder (Fig. 1c, bottom lane). Then, we exerted the staining of the markers of tenogenesis, tenomodulin (TNMD) [16], and bone formation, osteopontin (OPN) [17], and the results showed that, even though no significant difference of TNMD between the normal tendon and DM tendon, the OPN positive cells increased in DM tendon (Fig. 1d), suggesting that the anomaly osteogenic change of tendon occurred in DM tendon.

**Fig. 1:**
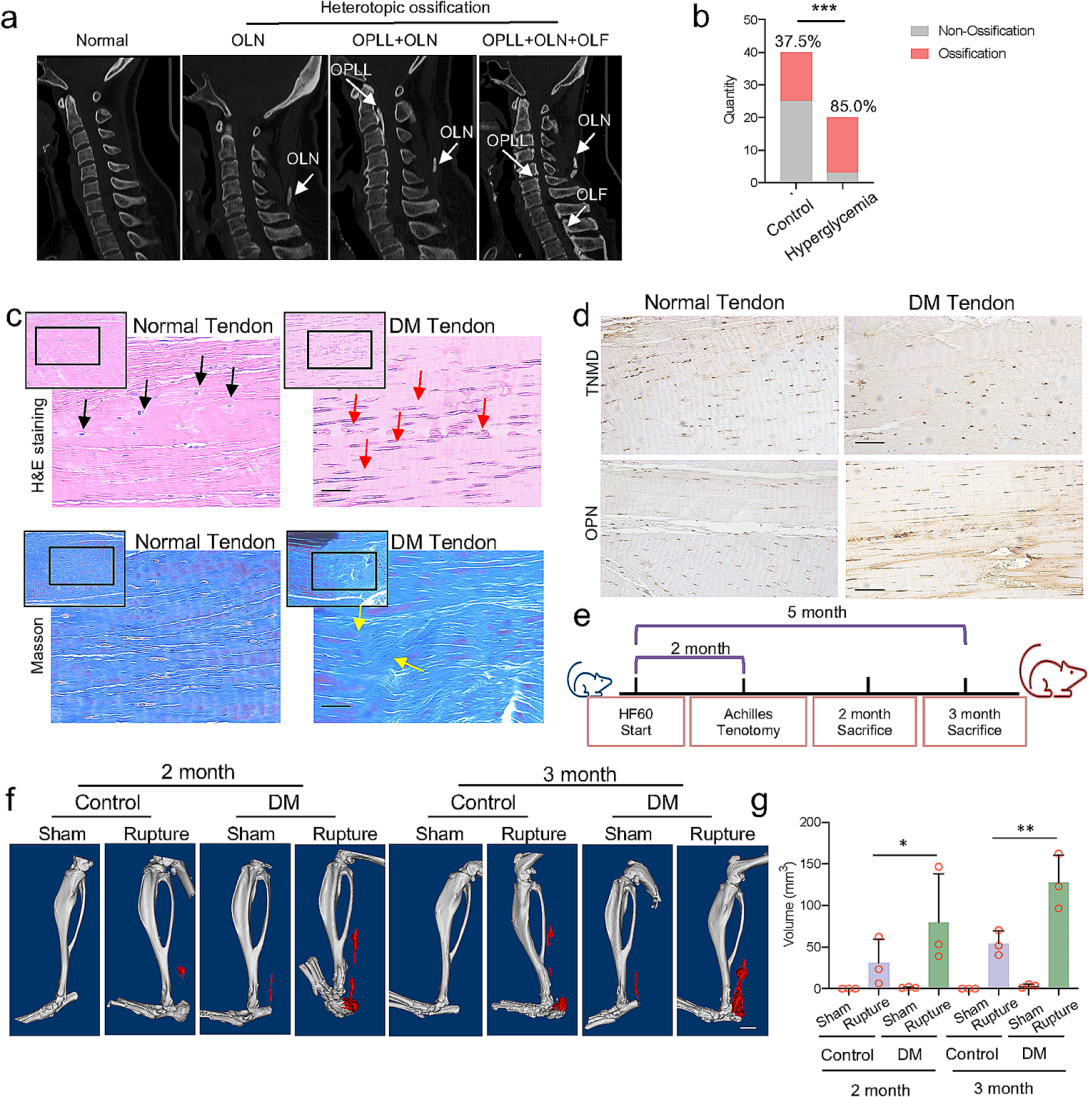
DM patients and DM mice were more susceptible to developing tendon and ligament HO. **a**. Sagittal view of CT scanning of patients suffering from HO in different ligaments; OLN: Ossification of ligamentum nuchae; OPLL: Ossification of posterior longitudinal ligament; OLF: Ossification of ligamentum flavum. **b**. Occurrence rate of heterotopic ossification in control patients and hyperglycemia patients. **c**. H&E staining (upper lane) and Masson trichrome staining (bottom lane) of the normal tendon and DM tendon. Black arrows indicate normal tendon cells. Red arrows indicate apoptotic tendon cells. Yellow arrows indicate the anomaly-aligned fibers in the DM tendon. Scale bar = 100 μm. **d**. TNMD staining (upper lane) and OPN staining (bottom lane) of normal tendons and DM tendons. Scale bar = 1 mm. **e**. Diagram of the construction of DM mice and tenotomy. **f**. CT scanning of control mice and DM mice receiving sham or tenotomy for 2 or 3 months. The red part indicates ectopic bone. Scale bar = 2 mm. **g**. The volume of ectopic bone detected in control mice and DM mice which received sham or tenotomy for two or three months. The *p*-value was calculated by chi-square test (b) or one-way ANOVA, followed by Tukey’s multiple comparisons tests (g). Data are shown as mean ± SD. *p < 0.05; **p < 0.01; ***p < 0.001

In order to investigate the mechanism underlying tendon HO in DM, we constructed the type II DM by feeding the mice with 60% high fat fodder (HF60) for two months [18]. Then, we exerted Achilles tenotomy to induce the occurrence of HO (Fig. 1e) [1]. Long-term induction resulted in a significant increase in body weight and blood glucose in the DM group (Supplementary Fig. S1a-b). Comparing to the Control mice, the DM mice exhibited reduced glucose tolerance, decreased sensitivity to insulin, elevated serum insulin level, and the damaged reaction to elevated blood glucose (Supplementary Fig. S1c-d) [19]. In contrast to the obese appearance, a slightly reduced thickness of the ligamentum patellae and ligamentum caudale was observed in DM mice (Supplementary Fig. S1e). Two and three months after the Achilles tenotomy, a micro-CT was taken of the mice to measure the volume and bone mineral density of the tendon HO. For mice that received tendon ruptures, an increasing level of HO volume was detected in DM compared to the control group (Fig. 1f–g), while the bone mineral density of the ectopic bone showed no difference (Supplementary Fig. S2a–b). Interestingly, spontaneous tendon HO was also detected in DM mice who received sham surgery (Fig. 1f–g). Taken together, the above results indicated that DM mice were more susceptible to forming tendon HO, even without trauma.

### Tendon in DM mice exhibited a stronger osteochondrogenic change

To further study the pathological changes in the DM tendon, we compared the Achilles tendons of the Control and DM mice. By using safranine O staining, enhanced chondrogenic changes and decreased collagen levels were detected in both DM mice with and without trauma (Fig. 2a–b). We then compared the tenogenesis or osteogenesis by IHC. The signal of TNMD decreased in the Achilles tendon of DM mice (Fig. 2c), while the marker of osteogenesis, such as RUNX2 and OPN, increased significantly (Fig. 2d-e), suggesting that metabolic disturbance promoted the osteogenesis of tendon cells. Furthermore, TSCs were isolated from both DM (dTSCs) and Control mice (nTSCs) patellar ligaments, and the expression of stemness (OCT4 and NANOG), tenogenetic, and osteogenetic markers were detected. Slightly decreased expression of NANOG was detected in the dTSCs (Fig. 2f). Similar to the IHC results, decreased expression of TNMD and increased expression of RUNX2 and OPN were observed in the dTSCs (Fig. 2g). Then, two different types of TSCs were treated with osteogenic-induced medium (OIM) to induce osteogenic differentiation. Increased alkaline phosphatase (ALP) activity at Day 7 and increased alizarin red staining intensity at Day 14 were detected in the dTSCs group (Fig. 2h), indicating enhanced osteogenesis in the dTSCs.

**Fig. 2:**
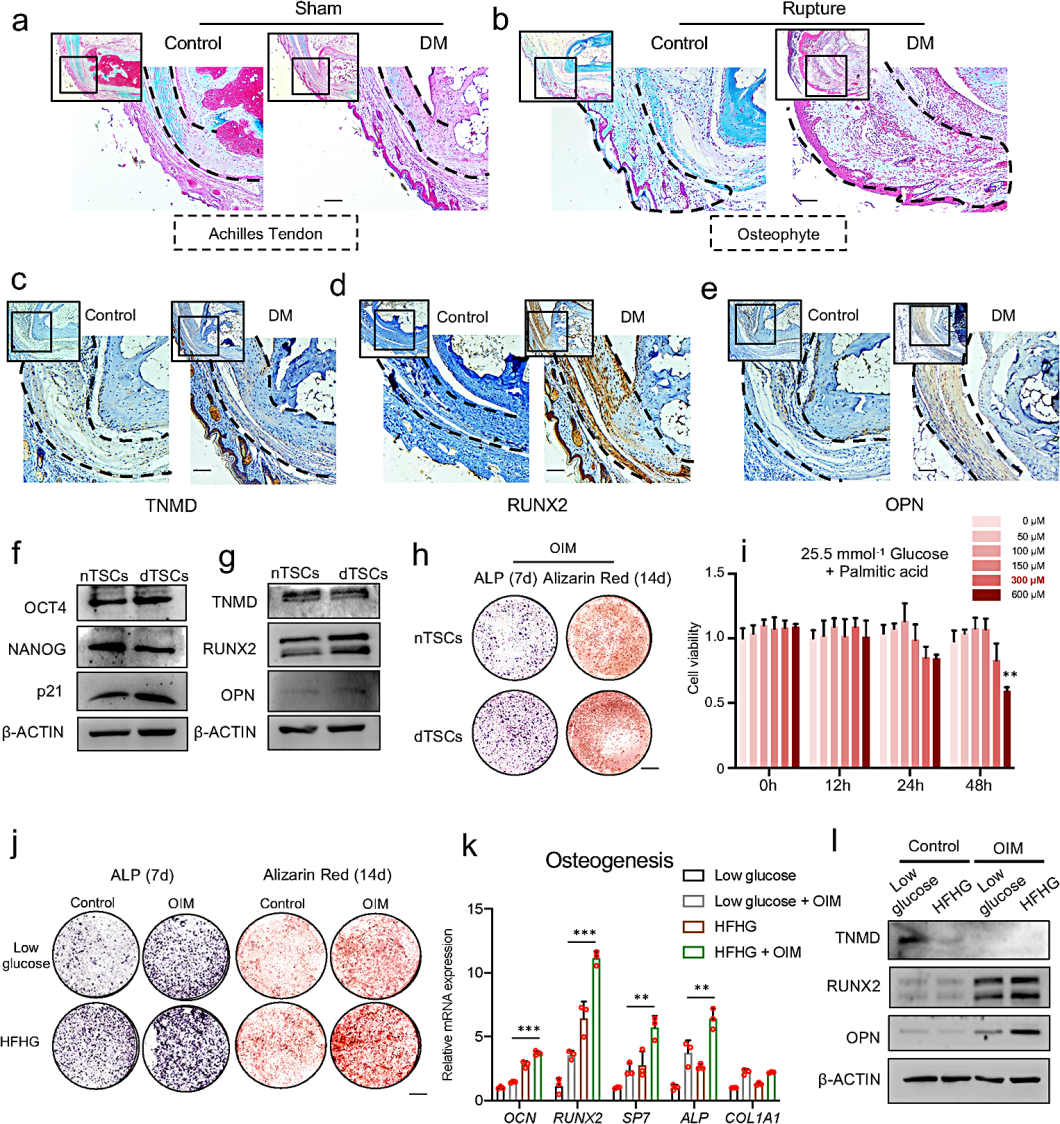
Tendons in DM mice exhibited a stronger osteochondrogenic change. **a**–**b**. Safranine O staining of the tendons of Control mice and DM mice receiving sham (a) or tenotomy (b). Dashed boxes indicate the Achilles tendon (a) or osteophyte (b). Scale bar = 100 μm. **c**–**e**. TNMD (c), RUNX2 (d), and OPN (e) staining of the tendons of the Control mice and DM mice. Scale bar = 100 μm. **f**. Protein levels of OCT4, NANOG, and p21 in normal TSCs (nTSCs) and diabetic TSCs (dTSCs). **g**. Protein levels of TNMD, RUNX2, and OPN in nTSCs and dTSCs. **h**. ALP staining and alizarin red staining of nTSCs and dTSCs cultured in OIM. Scale bar = 1 mm. **i**. Relative cell counting of TSCs cultured in a 25.5 mmol^− 1^ glucose medium, adding different concentrations of palmitic acid. **j**. ALP staining and alizarin red staining of TSCs cultured in low glucose medium and HFHG medium under control or OIM conditions. Scale bar = 1 mm. **k**. The expression of mRNA relevant to osteogenesis of TSCs cultured in low glucose medium and HFHG medium under control or OIM conditions. The expression of *Actb* was used as the internal control. **l**. Protein levels of TNMD, RUNX2, and OPN of TSCs cultured in low glucose medium and HFHG medium under control or OIM conditions. The *p*-value was calculated by one-way ANOVA, followed by Tukey’s multiple comparisons tests (i, k). Data are shown as mean ± SD. **p < 0.01; ***p < 0.001

To imitate hyperglycemia and obesity in DM mice, we cultured the TSCs with low glucose (5.5 mM glucose + DMSO) or high fat, high glucose (HFHG, 25.5 mM glucose + palmitic acid), respectively. First, we performed a CCK-8 assay to confirm the safe concentration of palmitic acid, and 300 μM palmitic acid showed no significant cytotoxicity for TSCs (Fig. 2i). Thus 300 μM palmitic acid was exerted in the following experiment. By using ALP and alizarin red staining, an increased level of osteogenesis was detected in TSCs cultured with HFHG medium. The trend was more significant under OIM conditions (Fig. 2j).

The qPCR using mRNA extracted from TSCs cultured with different mediums confirmed decreased tenogenesis, manifesting decreased expression of *Scx* and *Tnmd* in the HFHG medium, while the expression of *Mkx* showed no significant change (Supplementary Fig. S3). Consistent with the above results, increased osteogenesis was detected in TSCs cultured in HFHG medium, especially under OIM conditions (Fig. 2k). The above change was also confirmed at the protein level (Fig. 2l). Thus, we discovered that disordered glycolipid hemostasis damaged tenogenesis and enhanced the osteogenesis of TSCs.

### Disturbed glycolipid metabolism promoted TSC senescence and enhanced osteogenesis

As disturbed glycolipid metabolism has been shown to aggravate cell senescence in multiple tissues, we speculated that tendon HO occurring in DM mice may result from the senescence of TSCs. Compared with the Control mice, the senescent marker p16-positive cells significantly increased in the DM mice tendons (Fig. 3a) and in the tendons of the DM patients (Supplementary Fig. S4). We performed senescence-associated, beta-galactosidase (SA-β-Gal) staining to label the senescent cells. As expected, more β-Gal positive cells were detected in dTSCs (Fig. 3b), along with the increased expression of another senescent marker, p21 (Fig. 2f). We also exerted SA-β-Gal staining in TSCs cultured with low glucose medium or HFHG medium. Compared with the low glucose medium, the TSCs cultured in the HFHG medium exhibited significant cell senescence, and cell senescence increased alone with cultural time (Fig. 3c). Except for the enhanced β-Gal activity, the senescent cells also exhibited a senescence-associated secretory phenotype (SASP), manifesting the upregulating expression of pro-inflammation factors, including IL-1 and IL-6. We compared the SASP of TSCs cultured under low glucose medium and HFHG medium for 48 h and detected increased mRNA levels of *IL1A*, *IL1B*, and *IL6* (Fig. 3d). Due to the cell senescence that occurred in TSCs cultured with HFHG medium, a significant cell cycle arrest was detected, manifesting decreased expression of cyclin D1 and cyclin B1 and increased expression of p21 (Fig. 3e). To examine whether senescent TSCs were prone to osteogenesis, two different senescence models were used. First, we treated TSCs with different concentrations of H_2_O_2_ to induce cell senescence. The H_2_O_2_ concentration of 225 µM or 300 µM was sufficient to induce TSC senescence (Fig. 3f). After being cultured with OIM, the senescent TSCs exhibited damaged tenogenesis and enhanced osteogenesis (Fig. 3g). Stem cells lose their regenerative ability and experience spontaneous senescence after serial passages. Thus, we detected decreased stemness and increased senescence of TSCs in Passage 10 (P10) (Fig. 3h), and, similar to the induced senescent cell model, the osteogenesis of P10 was stronger than that of P3 (Fig. 3i). To sum up, our data indicated that disordered glycolipid metabolism aggravated TSC senescence and enhanced osteogenesis.

**Fig. 3:**
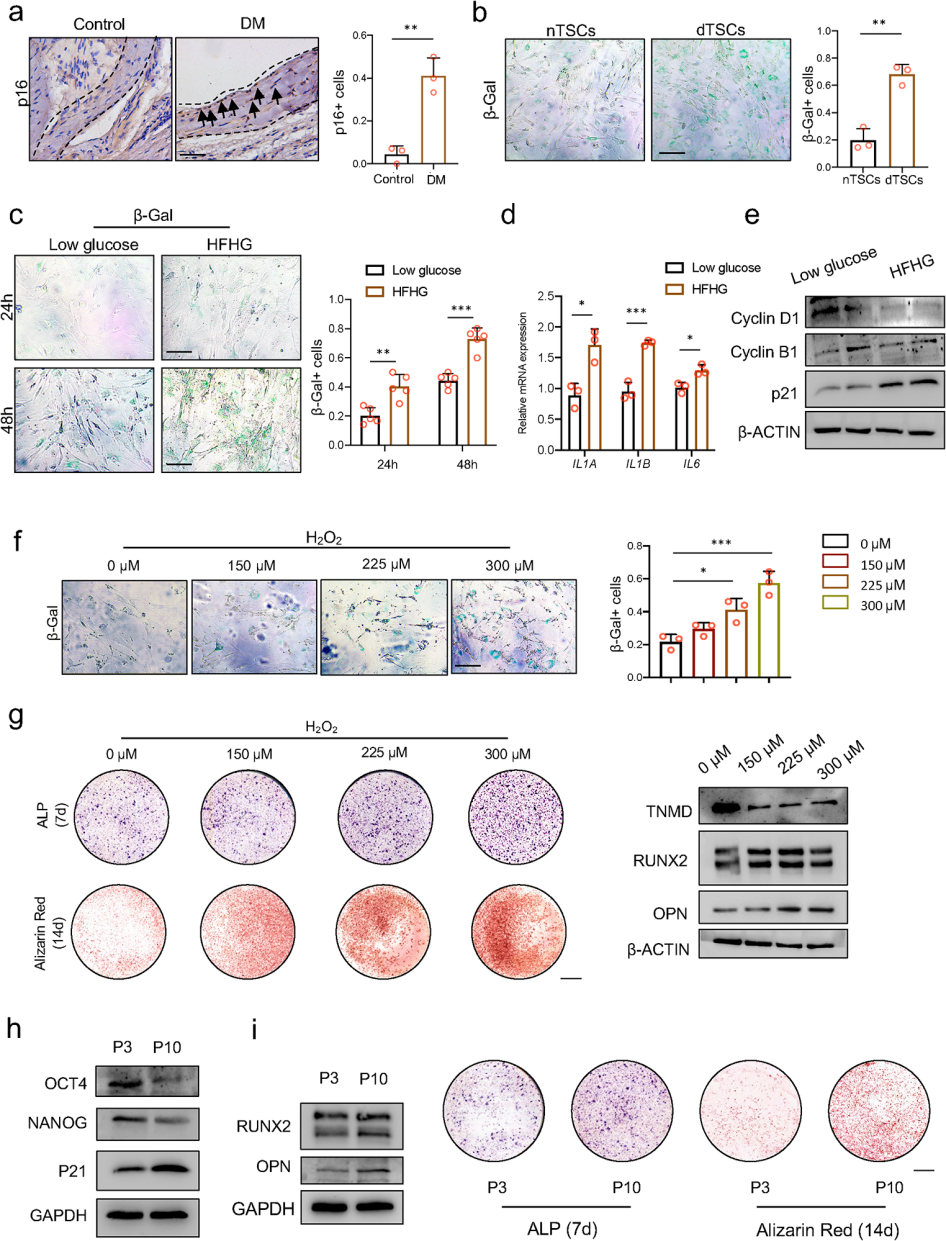
Disturbed glycolipid metabolism promoted TSC senescence and enhanced osteogenesis. **a**. The p16 staining of the Achilles tendons of Control mice and DM mice and their quantification. Scale bar = 100 μm. **b**. The β-Gal staining of nTSCs and dTSCs and their quantification. Scale bar = 50 μm. **c**. The β-Gal staining of TSCs cultured in low glucose medium and HFHG medium and their quantification. Scale bar = 50 μm. **d**. The expression of mRNA relevant to SASP of TSCs cultured in low glucose medium and HFHG medium. **e**. Protein levels of cyclin D1, cyclin B1, and p21 of TSCs cultured in low glucose medium and HFHG medium. **f**. The β-Gal staining of TSCs cultured in 0, 150, 225, or 300 µM H_2_O_2_ and their quantification. Scale bar = 50 μm. **g**. ALP staining and alizarin red staining (left) and the protein levels of TNMD, RUNX2, and OPN (right) of TSCs cultured in 0, 150, 225, or 300 µM H_2_O_2_. Scale bar = 1 mm. **h**. Protein levels of OCT4, NANOG, and p21 of TSCs after 3 times passage (P3) and 10 times passage (P10). **i**. Protein levels of RUNX2 and OPN (left) and ALP staining and alizarin red staining (right) of P3 TSCs and P10 TSCs. Scale bar = 1 mm. *The p*-value was calculated by a two-tailed, unpaired Student’s t-test (a–d) or one-way ANOVA followed by Tukey’s multiple comparisons tests (f). Data are shown as mean ± SD. *p < 0.05; **p < 0.01; ***p < 0.001

## Increased levels of CXCL13 in DM mice promote the osteogenesis of TSCs

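mRNA of TSCs was sequenced after 4 days of culture in low glucose medium (5.5 mM glucose, without palmitic acid) or in HFHG medium (25.5 mM glucose and 300 µM palmitic acid, a saturated fatty acid), with 4 biological replicates in each group. The libraries were made with a stranded mRNA-seq kit. The authors deposited the expression of 19301 genes in each of the 8 libraries as FPKM (the fragments mapped to a gene, divided by the length of the gene and by the mapped fragments of the library), together with GO terms for 17501 of the genes and KEGG pathways for 7543. The paper's text does not name the aligner, the counting program, the genome build or the annotation. Because the FPKM of a gene is a whole number of reads multiplied by a constant of the gene and the library, the number of reads behind each value could be recovered, and a whole number was found for each gene. The recovered totals were 35385644 to 37362725 reads per library in HFHG (median 36270860.5) and 34308108 to 36308533 in low glucose (median 35514452). Between 16523 and 17015 genes per library had an FPKM above 0. The most abundant gene, Spp1, took between 1.12% and 1.87% of the reads of a library.

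Genes with an FPKM of at least 0.5 in at least 4 of the 8 libraries entered the comparison, which left 11710 genes. Their log2(FPKM + 0.1) was compared between HFHG and low glucose with limma, and p-values were adjusted by the Benjamini-Hochberg method. Fold changes are on this log2 scale, which understates the change of genes with low FPKM. FPKM is relative to the total of each library, so a change in a few abundant genes shifts the values of the others. In a principal component analysis, the component with the most variance (81.0%) separated the HFHG from the low glucose libraries, and the next one (4.18%) set low glucose replicate 4 apart. Between pairs of HFHG replicates, the variance of the recovered reads was 3.47 to 4.78 times the Poisson variance. Between low glucose replicates it was 3.45 to 11.9 times, highest in the 3 pairs with replicate 4. No pair of libraries differed by less than the sampling noise, and each library was counted as 1 replicate. This check speaks only against the same library sequenced again. The paper calls the replicates biological but does not say whether they came from separate mice, separate cell isolations or parallel cultures. If they were parallel cultures of the same cells, the p-values measure the spread between cultures and not between animals.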

To explore how the disordered glycolipid metabolism promoted the osteogenesis of TSCs, TSCs were cultured with low glucose and HFHG for four days, and the RNA was extracted for RNA-seq. 

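HFHG and low glucose TSCs were compared at the threshold of the paper's methods, a log2 fold change above 1 with an unadjusted p-value below 0.05. By limma, 431 genes were upregulated and 193 genes were downregulated in HFHG. With the adjusted p-value below 0.05 in place of the unadjusted one, 431 genes were upregulated and 191 were downregulated. At any fold change, 7592 genes had an adjusted p-value below 0.05, of which 3983 were higher in HFHG. Which direction held the majority depended on the scaling. With FPKM rescaled to the same sum, 4682 of 7684 such genes were higher in HFHG. With median-ratio scaling 3778 of 7570 were higher, and with quantile normalization 3606 of 7630. The FPKM of the 4 HFHG libraries did not overlap with those of the 4 low glucose libraries in 6936 genes (59.2%), where chance gives 2.86%. The number of upregulated genes moved most with voom on the recovered reads without a filter on low values, an alternative chosen after seeing the data, which gave 1257. Among the alternatives on the FPKM scale it moved most with a pseudocount of 1, which gave 197.

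Among genes with a mean of at least 1 FPKM, the largest increase was that of Txnip (thioredoxin interacting protein), on chromosome 3 of GRCm38 from 96557957 to 96561883. Its expression was 188 ± 2.99 FPKM (SD, n = 4) in HFHG and 2.92 ± 0.281 FPKM (SD, n = 4) in low glucose. The log2 fold change was 5.97 (standard error 0.0550, adjusted p = 9.22e-16 by limma), with HFHG replicate 1 at 193 FPKM and the other HFHG replicates at 186 to 187. Pdk4, a pyruvate dehydrogenase kinase on chromosome 6 from 5483351 to 5496309, rose from 1.86 ± 0.170 to 49.1 ± 0.467 FPKM (SD, n = 4 each), with a log2 fold change of 4.65 (adjusted p = 2.25e-14 by limma). Tslp, which encodes the cytokine thymic stromal lymphopoietin on chromosome 18 from 32815383 to 32819797, rose from 4.91 ± 0.910 to 110 ± 3.57 FPKM (SD, n = 4 each). Its log2 fold change was 4.48 (adjusted p = 2.27e-12 by limma). Cilp and Atoh8 followed, with log2 fold changes of 3.63 and 3.62 from levels below 1 FPKM in low glucose. In the other direction, Car6 (carbonic anhydrase, chromosome 4 from 150187015 to 150201332) was 3.53 ± 0.209 FPKM in HFHG and 32.1 ± 1.51 FPKM in low glucose (SD, n = 4 each), a log2 fold change of -3.15 (adjusted p = 1.95e-13 by limma). The log2 fold changes of Ostn, Try5, Chchd10 and Cox6a2 were -2.98, -2.62, -2.59 and -2.52. Try5 belongs to the trypsin family, so its reads could be shared with paralogs. The Chchd10 value of low glucose replicate 4 was 98.5 FPKM, against 84.9 to 86.3 in the other low glucose replicates. These 10 genes were chosen among genes whose HFHG and low glucose values did not overlap, so the p-value of 0.0286 that each has in an exact two-sided permutation test, the smallest that 4 libraries against 4 allow, follows from the choice.

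Among the 16 genes that could be read in the volcano plot of Fig. 4a, 15 were in the table of FPKM and 4 were above the filter on low values. The other 11 had few reads, with the group of higher expression summing to between 12 reads (Klk4) and 145 reads (Csn3) over its 4 libraries. In 14 of the 15 genes the HFHG and low glucose values did not overlap.

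**Figure D1:**
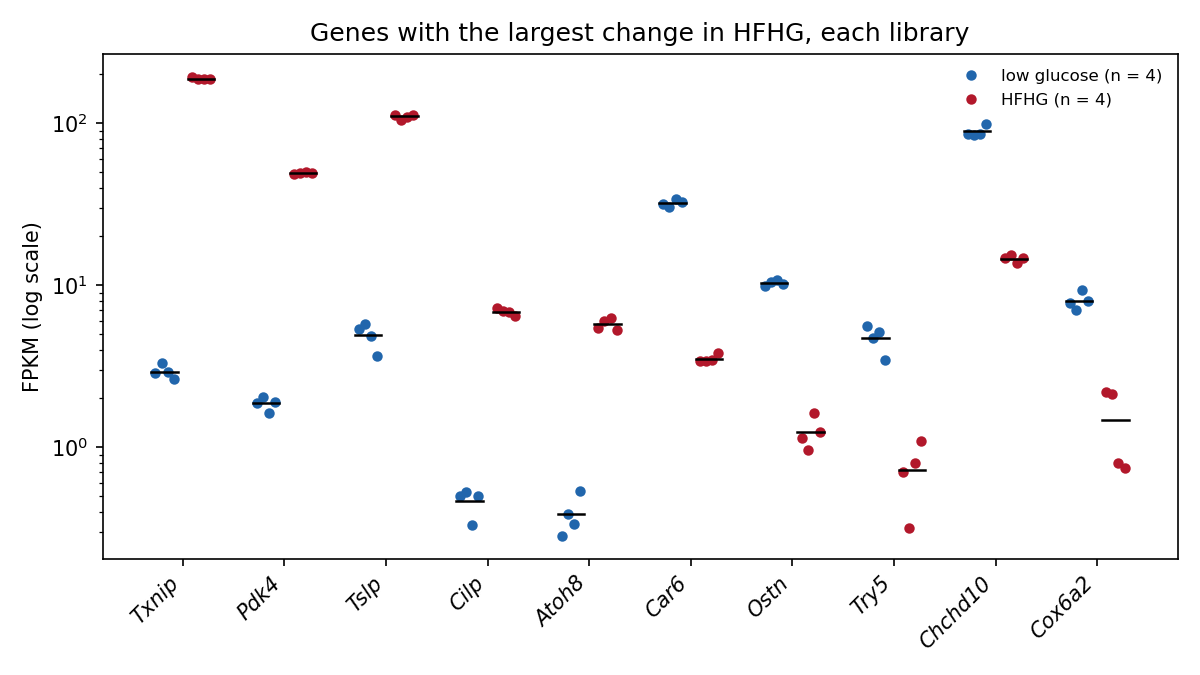
FPKM on a log axis of the 5 upregulated and 5 downregulated genes with the largest log2 fold change, in TSCs cultured in low glucose (blue) and HFHG (red). Each point is 1 library and each black line is the mean of 4 libraries; the genes were chosen among those whose groups do not overlap.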

A total of 849 upregulated genes were detected in the HFHG groups compared with the low glucose groups (Fig. 4a). 

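The upregulated genes were tested for GO terms with a one-sided hypergeometric test against the tested genes that carry any GO term. This background held 11284 genes, of which 413 were upregulated, and p-values were adjusted over the 5680 terms of all GO classes with at least 5 tested genes. At an adjusted p-value below 0.05, 53 terms were enriched. The term inflammatory response had 23 upregulated genes among its 214, where 7.83 were expected by chance (2.94-fold, adjusted p = 0.00134). Its members with the largest increase were Rarres2, Ptgfr and Ccl11. Rarres2, which encodes the chemoattractant chemerin on chromosome 6 from 48569696 to 48572789, rose from 4.16 ± 0.736 to 44.6 ± 3.04 FPKM (SD, n = 4 each), a log2 fold change of 3.4 (adjusted p = 1.16e-11 by limma).

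Wound healing had 11 upregulated genes among its 60, where 2.20 were expected (5.01-fold, adjusted p = 0.00314). Fgf2, Cx3cl1 and Col1a1 led this term with log2 fold changes of 1.58, 1.39 and 1.36. Col1a1, on chromosome 11 from 94936224 to 94953042, is by far the most abundant of them, at 529 ± 8.68 FPKM in HFHG and 206 ± 3.95 FPKM in low glucose (SD, n = 4 each).

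Osteoblast differentiation had 8 upregulated genes among its 58, where 2.12 were expected (3.77-fold). Its unadjusted p-value was 0.00116, and after adjustment over all terms it was 0.0901, so this term did not pass an adjusted threshold of 0.05. The adjusted p-value depended on single libraries. Without HFHG replicate 1 it was 0.00931, and without low glucose replicate 2 or 3 it was 0.0293 or 0.0318, within a range of 0.00931 to 0.198 over the fits that each left out 1 library. With quantile normalization it was 0.0415, and over all other alternatives it reached 0.447. The members with the largest increase were Gdf10, Rspo2 and Tmem119. Gdf10 had few reads, 545 over the 4 HFHG libraries and 22 over the 4 low glucose libraries, and Tmem119 rose from 13.5 ± 0.608 to 39.8 ± 0.816 FPKM (SD, n = 4 each). Of the osteogenic markers measured elsewhere in the paper, Col1a1 is described above, and Spp1, the gene of OPN, had a log2 fold change of 0.68 (adjusted p = 1.43e-10 by limma; 0.248 with quantile normalization, where the log2 fold change was 0.04). Spp1 took the most reads in every library. Quantile normalization gives genes of the same rank the same value, so a gene near the top rank throughout can hardly change under it. The value with quantile normalization therefore does not argue against the increase of Spp1. Runx2 had a log2 fold change of 0.21 (adjusted p = 0.00568 by limma; not past 0.05 with quantile normalization, where it was 0.0504), and Bglap, Sp7 and Alpl stayed below the filter on low values.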

We subjected the upregulated genes in the HFHG groups to Gene Ontology (GO) enrichment analysis, and the terms, including inflammatory response, wound healing, and osteoblast differentiation, were significantly enriched (Fig. 4b), consistent with our former results. Interestingly, the terms about cell–cell signaling and cell communication were also enriched (Fig. 4b), suggesting that some signal molecules between cells may be responsible for the mechanism. 

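In the same hypergeometric test, cell-cell signaling had 5 upregulated genes among its 24, which is 5.69-fold the number expected (unadjusted p = 0.00153, adjusted p = 0.112). Its upregulated members included the gap junction gene Gjb5 (log2 fold change 1.81) and the adrenergic receptor gene Adra1d (1.43). Adra1d, on chromosome 2 from 131545850 to 131562283, had 19.4 ± 1.55 FPKM in HFHG and 7.17 ± 0.906 FPKM in low glucose (SD, n = 4 each), while Gjb5 stayed below 2 FPKM in both groups. Cell communication is a small term. It had 3 upregulated genes among its 9, which is 9.11-fold the number expected (unadjusted p = 0.00347, adjusted p = 0.174). These genes were Gjb5, Slc8a1 (log2 fold change 1.48) and Jag1 (1.13). Neither term passed an adjusted threshold of 0.05 among the tested genes. Without the filter on low values, the adjusted p-values were 0.0195 for cell-cell signaling and 0.0247 for cell communication. Over the alternatives, the adjusted p-value of cell-cell signaling ran from 0.0195 to 0.963 and that of cell communication from 0.0247 to 1.00. With a pseudocount of 1, cell communication held 0 upregulated genes.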

The Kyoto Encyclopedia Gene and Genomes (KEGG) pathway enrichment indicated that cytokine–cytokine receptor interaction was significantly enriched (Fig. 4b). 

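For KEGG pathways the background was the 4991 tested genes with a pathway, of which 201 were upregulated, and p-values were adjusted over 323 pathways. Cytokine-cytokine receptor interaction had 16 upregulated genes among its 127, where 5.11 were expected (3.13-fold, adjusted p = 0.00333 by the one-sided hypergeometric test). Tslp, Gdf10 and Ccl11 were the members with the largest increase. Ccl11, on chromosome 11 from 82057823 to 82062955, encodes the chemokine eotaxin and rose from 7.67 ± 0.408 to 40.9 ± 2.00 FPKM (SD, n = 4 each), a log2 fold change of 2.40 (adjusted p = 5.34e-13 by limma). With every annotated gene of the table as the background in place of the tested genes, the adjusted p-value of this pathway was 0.0653, the highest of a range that began at 5.26e-04 over the alternatives and the fits that each left out 1 library. The pathway with the smallest p-value was calcium signaling, with 18 upregulated genes among 126 (adjusted p = 7.04e-04). At an adjusted p-value below 0.05, 13 pathways were enriched.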

Gene Set Enrichment Analysis (GSEA) was then conducted to explore which kind of cytokine functions in the cell signal. We found that the gene set of SASP and CXCR_Chemokine_receptor_binding was significantly enriched in the HFHG group, suggesting that the chemokine signal changed in HFHG group (Fig. 4c). 

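Both sets were tested with camera, a competitive gene set test of limma, with a preset inter-gene correlation of 0.01 and with adjustment over 10 gene lists. The published SASP set was not used here. In its place stood a list of 116 genes compiled from general knowledge of that set, which may differ from it in some members. Of the 97 SASP genes above the filter on low values, 65 were higher and 32 were lower in HFHG, with a median log2 fold change of 0.24 (camera adjusted p = 0.0129). At an adjusted p-value below 0.05 by limma, 59 of them were higher and 25 were lower over all genes tested, and 85 changed when p-values were adjusted over the list alone. Past the threshold on fold change, 13 were upregulated and 2 were downregulated. Plat had the largest increase (log2 fold change 2.41), followed by Il1b (1.7) and Cd55 (1.64), and Pgf had the largest decrease (-2.24). Il1b was low, at 1.73 ± 0.354 FPKM in HFHG and 0.459 ± 0.0795 FPKM in low glucose (SD, n = 4 each), with HFHG replicate 3 at 2.25 FPKM and the other HFHG replicates at 1.5 to 1.60.

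The CXCR chemokine receptor binding set was the 12 genes that carry this GO term in the table, of which 10 were tested. Of these, 8 were higher and 2 were lower in HFHG (camera adjusted p = 0.0481), and 6 had an adjusted p-value below 0.05 by limma, over all genes tested and adjusted over the list alone. Both calls held under fry, a self-contained test (adjusted p = 3.02e-08 for SASP and 2.79e-07 for the CXCR set), and neither held when camera estimated the inter-gene correlation from the data (0.0556 and 0.127). Those values are also the ends of the range over the alternatives. Fry asks only whether the genes of a set changed, and 7592 of the 11710 tested genes had an adjusted p-value below 0.05. It also passed the tenogenic and osteogenic lists (adjusted p = 1.04e-07 and 2.79e-07), which camera did not call. Passing fry therefore does not decide whether a set changed more than other genes. The CXCR set was close to the threshold. Its adjusted p-value was 0.0501 with a pseudocount of 0.01, 0.0649 with a minimum FPKM of 1 and 0.0510 with median-ratio scaling. Without HFHG replicate 1, HFHG replicate 4 or low glucose replicate 3 it was 0.0599, 0.0564 or 0.0542. A GSEA enrichment score on the signal-to-noise ranking was 0.48 for SASP and 0.83 for the CXCR set. For both sets, 1 of the 70 arrangements of the libraries, the real one, gave a score as high (p = 0.0143, exact one-sided permutation test), the smallest p-value that this test can give.

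Among the C-X-C ligands, Cxcl1 and Cxcl5 were the most abundant. They lie on chromosome 5 of GRCm38 from 90891241 to 90893115 and from 90759360 to 90761624. Cxcl1 was 1731 ± 41.8 FPKM in HFHG and 1010 ± 29.2 FPKM in low glucose (SD, n = 4 each), a log2 fold change of 0.78 (adjusted p = 5.01e-11 by limma). Cxcl5 was 1086 ± 7.54 and 614 ± 25.9 FPKM, a log2 fold change of 0.82 (adjusted p = 6.68e-11 by limma). Larger fold changes were measured for Ppbp (2.09), Cxcl3 (1.40) and Cxcl14 (1.05). Cxcl16 (0.28) and Cxcl9 (0.61) rose as well, although Cxcl9 did not pass with quantile normalization (adjusted p = 0.0880). Cxcl10 (0.29) was past the threshold only in some settings, with an adjusted p-value of 0.0425 and a range of 0.00578 to 0.218 over the alternatives and the fits that each left out 1 library. Cxcl12 was 28.5 ± 0.378 and 29.8 ± 0.85 FPKM (log2 fold change -0.07, adjusted p = 0.0795 by limma). It passed as lower in HFHG with median-ratio scaling (-0.08, adjusted p = 0.0347) and with voom on the recovered reads (-0.07, adjusted p = 0.0432). The change of Cxcl2 was not distinguishable from 0 (log2 fold change -0.03, adjusted p = 0.343 by limma). Its log2 fold change was 0.027 (adjusted p = 0.447) with FPKM rescaled to the same sum and 0.0011 (adjusted p = 0.977) with quantile normalization.

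Cxcl13, on chromosome 5 from 95956951 to 95961068 (NCBI gene 55985), was below the filter on low values. The recovered reads were 4, 0, 0 and 1 in HFHG replicates 1 to 4 and 0, 2, 0 and 0 in low glucose replicates 1 to 4. In FPKM these are 0.0921, 0, 0 and 0.0235 in HFHG and 0, 0.0474, 0 and 0 in low glucose. A count of 0 allows up to 3 reads, which is 0.0717 to 0.0753 FPKM in the libraries with 0 reads. The difference was not detectable at this depth (p = 0.714, exact two-sided permutation test). The HFHG libraries held 5 reads of 145290090 and the low glucose libraries 2 reads of 141645545, which gives a 95% exact confidence interval for the ratio of 0.399 to 25.6. Intervals and limits cover counting error only. Without the filter, Cxcl13 was tested by limma at an adjusted p-value of 0.585, and by voom on the recovered reads, chosen after seeing the data, at 0.656. Of the other ligands below the filter, Cxcl15 had 37 reads in HFHG and 4 in low glucose, with values that did not overlap (p = 0.0286, exact permutation test), and Cxcl17 had 6 and 4 reads. From the enrichment of the SASP and CXCR sets, the paper proposes that the chemokine signal changed in the HFHG group.

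**Figure D2:**
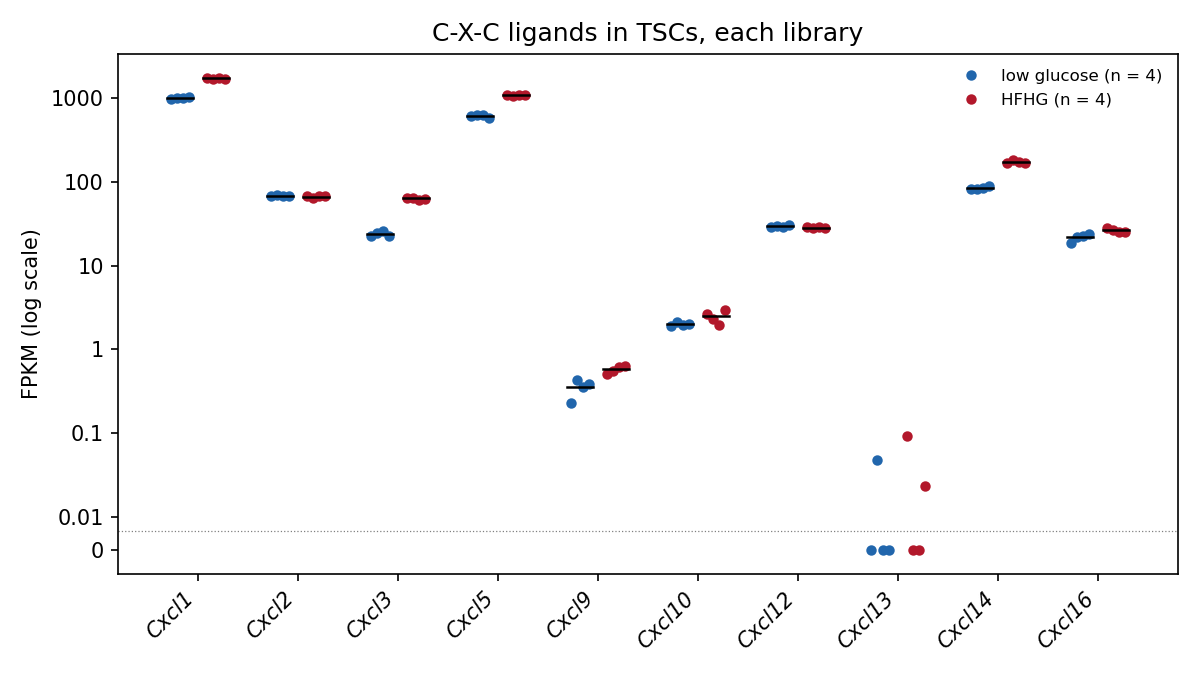
FPKM on a log axis of 10 C-X-C ligands in TSCs cultured in low glucose (blue) and HFHG (red). Each point is 1 library and each black line is the mean of 4 libraries, and libraries with 0 reads are drawn on the line labelled 0. Cxcl1 and Cxcl5 lie highest, and 5 of the 8 libraries have 0 reads of Cxcl13.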

To further test which chemokine changed most significantly due to disordered glycolipid metabolism, we screened the family of chemokine C-X-C motif ligands and detected that CXCL13 was upregulated, most notably in the HFHG groups (Fig. 4d–e). Previous studies have shown that CXCL13 interacts with the C-X-C motif receptor 5 (CXCR5) in regulating homeostasis. The expression of CXCR5 was also increased in the HFHG groups (Fig. 4f). Coincident with the in vitro results, the expression of CXCL13 and CXCR5 was also upregulated in the tendons of DM mice compared to Control mice (Fig. 4g–h). In addition, the serum concentration of CXCL13 also increased in the DM mice (Fig. 4i). To confirm that CXCL13 functions in a secretion manner, we cultured TSCs using HFHG medium for seven days to produce the HFHG-conditioned medium (HFHG-CM); then, we treated the TSCs with HFHG-CM or HFHG, respectively. Enhanced osteogenesis was detected in the HFHG-CM group (Fig. 4j), suggesting that CXCL13 promoted osteogenesis via an autocrine pattern. Taken together, the above results indicated that disordered glycolipid metabolism promotes the secretion of CXCL13 and then stimulates the osteogenesis of TSCs.

**Fig. 4:**
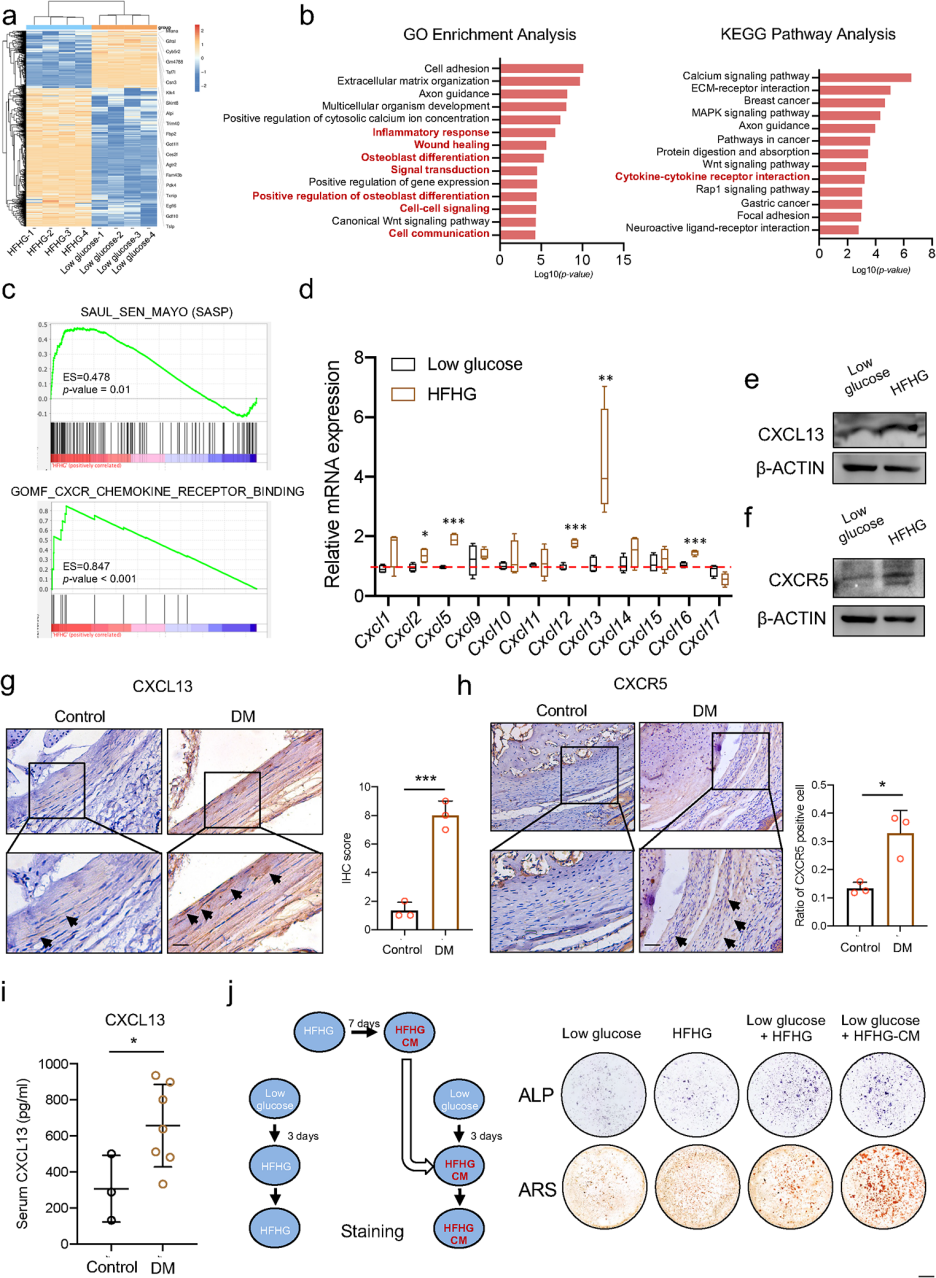
Increased levels of CXCL13 in DM mice promote the osteogenesis of TSCs. **a**. mRNA fold changes of differentially expressed genes of RNA extracted from TSCs cultured in HFHG and low glucose. Four biological replicates in each group. **b**. GO enrichment analysis (left) and KEGG pathway enrichment analysis (right) of upregulated genes (log_2_FC > 1, *p-*value < 0.05) according to RNA-seq results. **c**. GSEA analysis using SASP and CXCR genesets. **d**. The expression of mRNA of each C-X-C ligand of TSCs cultured in low glucose medium and HFHG medium. The red dotted line indicates the 1-fold. **e**–**f**. Protein levels of CXCL13 (e) and CXCR5 (f) of TSCs cultured in low glucose medium and HFHG medium. **g**–**h**. CXCL13 (g) and CXCR5 (h) staining of the Achilles tendons of Control mice and DM mice and their quantification. Scale bar = 100 μm. **i**. The level of CXCL13 in the serum of the Control and DM mice. **j**. Diagram of production of HFHG-CM and the ALP staining and alizarin red staining of different treatments, as indicated. Scale bar = 1 mm. *The p*-value was calculated by a two-tailed unpaired Student’s t-test. *p < 0.05; **p < 0.01; ***p < 0.001

### The secretion of CXCL13 was promoted by senescent TSCs

In order to confirm the hypothesis that CXCL13 was induced by senescent TSCs, aged mice were used to detect the functional change of tendons. First, we took advantage of the RNA-seq dataset using rat tendons at the ages of 1 day (P 1d) and 6 weeks (P 6w) (GSE158342). We found that the expression of CXCL13, as well as its receptor CXCR5, increased significantly at P 6w (Fig. 5a–b). Then, the Achilles tendons of mice at the ages of 3 months, 6 months, and 11 months were isolated, and stronger osteochondrogenic changes were detected at 11 months and 6 months compared to 3 months (Fig. 5c). The p16-positive cells and the expression of CXCL13 also showed an increasing trend from 3-month-old mice to 11-month-old mice (Fig. 5c–d). To imitate senescence, two different kinds of in vitro models were also used, as mentioned above. The expression of CXCL13 and CXCR5 was upregulated in both senescent models, including those treated with a high concentration of H_2_O_2_ and passaged to P10 (Fig. 5e–f). The concentration of CXCL13 in the culture medium also increased (Fig. 5e–f), suggesting that senescent cells promoted the secretion of CXCL13. Similar to the result of HFHG-CM, by treating TSCs with conditioned medium from H_2_O_2_ or P10 senescent models, a significantly increased osteogenesis of TSCs was detected (Fig. 5g–h). In contrast, we knocked out *Cxcl13* of TSCs using CRISPR/Cas9 before the senescent inducement, and the enhanced osteogenesis induced by the conditioned medium was partial rescued (Fig. 5g–h). Thus, the above data suggest that elevated levels of CXCL13 increase the osteogenesis of senescent TSCs.

**Fig. 5:**
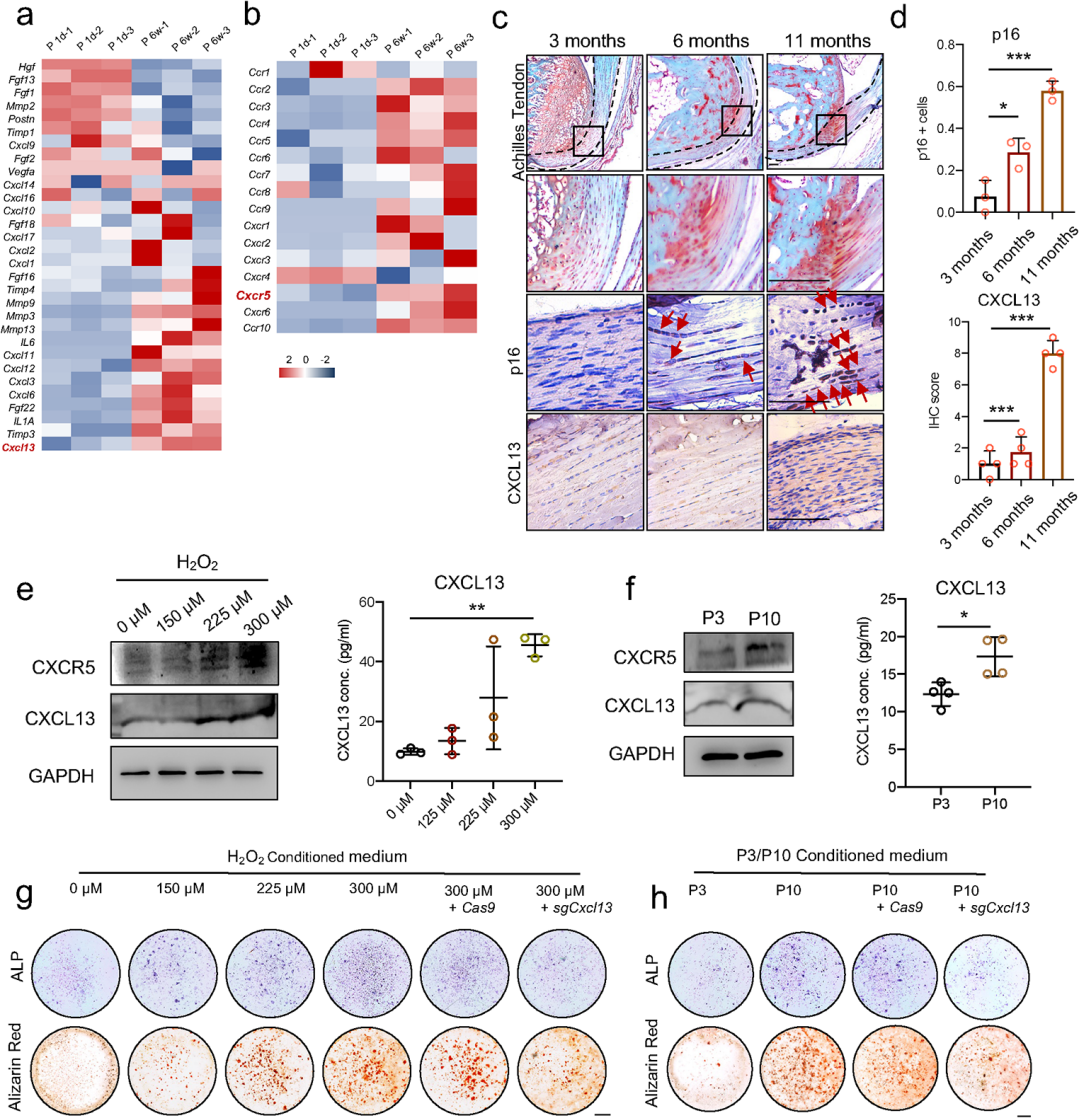
The secretion of CXCL13 was promoted by senescent TSCs. **a**–**b**. mRNA fold changes of multiple secretory factors (a) and C-X-C receptors (b) of 1-day-old and 6-week-old rat tendon tissue, according to the RNA-seq results (GSE158342). **c**–**d**. Safranine O staining, p16 staining, and CXCL13 staining in 3-month-old, 6-month-old, and 11-month-old mice Achilles tendon (c) and their quantification (d). Dashed lines indicate the Achilles tendon. Red arrows indicate the p16-positive cells. Scale bar = 100 μm. **e**. Protein levels of CXCR5 and CXCL13 and CXCL13 concentrations of TSCs cultured in 0, 150, 225, or 300 µM H_2_O_2_. **f**. Protein levels of CXCR5 and CXCL13 and CXCL13 concentrations of P3 TSCs and P10 TSCs. **g**. ALP staining and alizarin red staining of TSCs cultured in 0, 150, 225, or 300 µM H_2_O_2_ and knocked down by *Cxcl13* using CRISPR/Cas9. Scale bar = 1 mm. **h**. ALP staining and alizarin red staining of P3 TSCs and P10 TSCs and being knocked down by *Cxcl13* using CRISPR/Cas9. Scale bar = 1 mm. The *p*-value was calculated by one-way ANOVA followed by Tukey’s multiple comparisons tests (d-e) or a two-tailed unpaired Student’s t-test (f). Data are shown as mean ± SD. *p < 0.05; **p < 0.01; ***p < 0.001

### Suppressing CXCL13 alleviated TSC osteogenesis and HO formation, both in vitro and in vivo

Previous studies showed that CXCL13 mediated the immunoreaction of multiple immune cells, but there was still no evidence of whether CXCL13 regulated osteogenesis. To illustrate the function of CXCL13 during TSC osteogenesis, we treated TSCs with exogenous recombined CXCL13 (rCXCL13). Decreased tenogenesis markers and increased osteogenesis markers were detected in the rCXCL13-treated group (Fig. 6a). Under OIM conditions, the osteogenesis of the TSCs was further enhanced (Fig. 6b). Conversely, when the expression of *Cxcl13* in TSCs was knocked out using CRISPR/Cas9, the decreased tenogenesis marker and increased osteogenesis marker under the HFHG condition were significantly rescued (Fig. 6c), and the enhanced osteogenesis under the OIM condition was also partially rescued (Fig. 6d). Thus, the data suggest that suppressing CXCL13 alleviates TSC osteogenesis in vitro. We then explored the therapeutic potential of suppressing CXCL13 in vivo. We used siRNA packed in adeno-associated virus 2 (AAV2) to knock out *Cxcl13* in the Control mice and DM mice after exerting Achilles tenotomy (Fig. 6e). After three months, less ectopic bone formation was detected in DM mice with tendon rupture, while no significant rescue was observed in Control mice (Fig. 6f–g). Thus, suppressing CXCL13 was sufficient to alleviate HO in DM mice after tendon trauma.

**Fig. 6:**
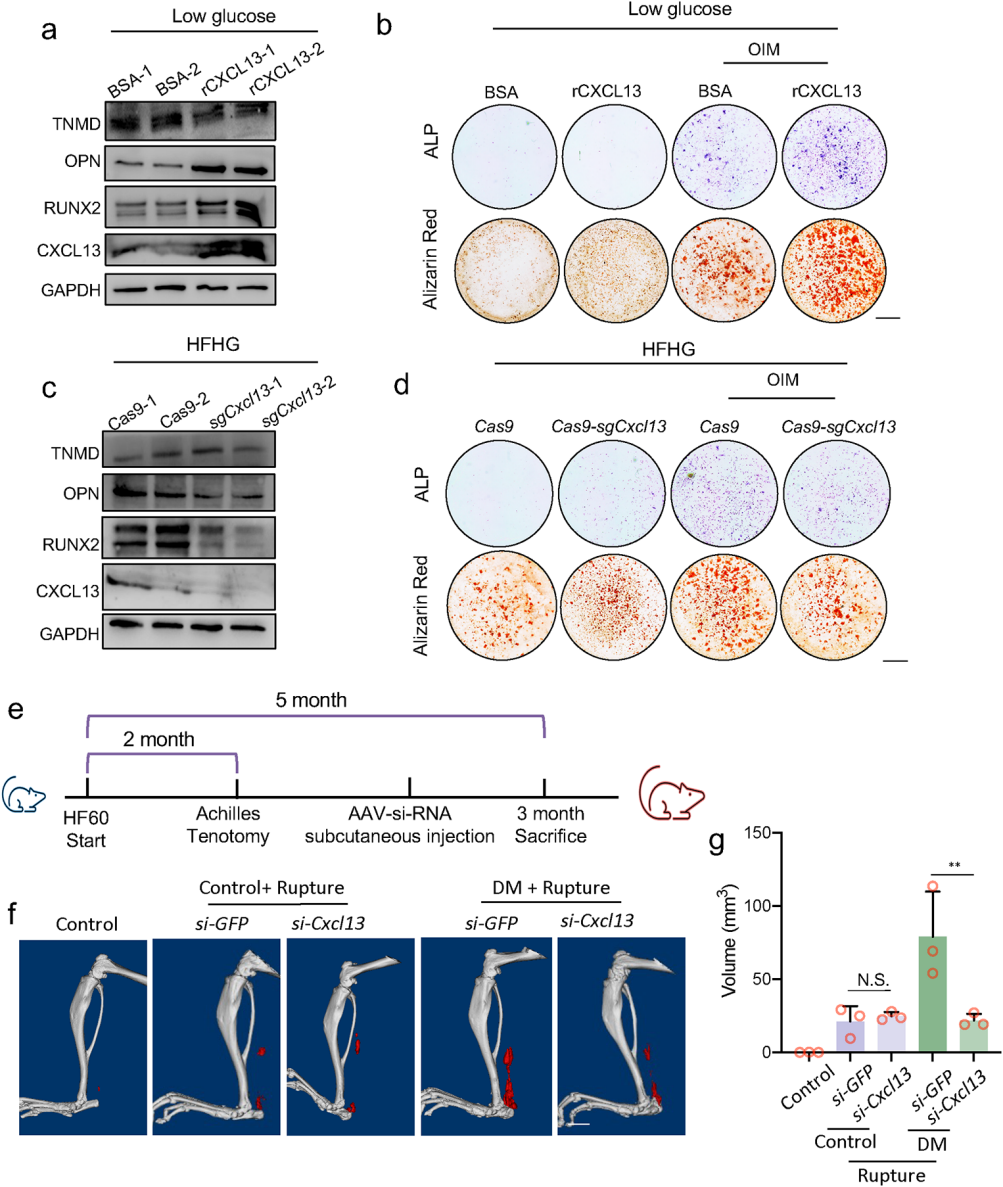
Suppressing CXCL13 alleviated TSC osteogenesis and HO formation, both in vitro and in vivo. **a**. Protein levels of TNMD, OPN, RUNX2, and CXCL13 of TSCs cultured in low glucose medium treated with BSA or recombinant CXCL13 (rCXCL13). **b**. ALP staining and alizarin red staining of TSCs cultured in low glucose medium and treated with BSA or rCXCL13 under control or OIM conditions. Scale bar = 1 mm. **c**. Protein levels of TNMD, OPN, RUNX2, and CXCL13 of TSCs cultured in HFHG medium infected with *Cas9* or *sgCxcl13* lentivirus. **d**. ALP staining and alizarin red staining of TSCs cultured in HFHG medium and infected with *Cas9* or *sgCxcl13* lentivirus under control or OIM conditions. Scale bar = 1 mm. **e**. Diagram of the construction of DM mice and treatment with tenotomy and AAV injections. **f**-**g**. CT scanning of control or DM mice injected with *AAV-si-GFP* or *AAV-si-Cxcl13* (f) and the quantification of the volume of ectopic bone (g). The *p-*value was calculated by one-way ANOVA, followed by Tukey’s multiple comparisons tests. Data are shown as mean ± SD. **p < 0.01. N.S., not significant

### Increased CXCL13 expression in human ossified ligament and DM patient blood serum

We isolated the ossified ligament from patients who underwent spine surgery, and normal ligaments and ossification were observed using Safranine O staining (Fig. 7a, upper panel). A stronger expression of OPN and CXCL13 was observed in the ossified region than in the ligament region (Fig. 7a). Finally, we measured the blood serum concentration of CXCL13 in normal humans and DM patients, and an increased concentration of CXCL13 was detected in DM patients (Fig. 7b). Thus, the data indicated that an increased CXCL13 level was one of the risk factors of developing ligament HO in DM patients.

**Fig. 7:**
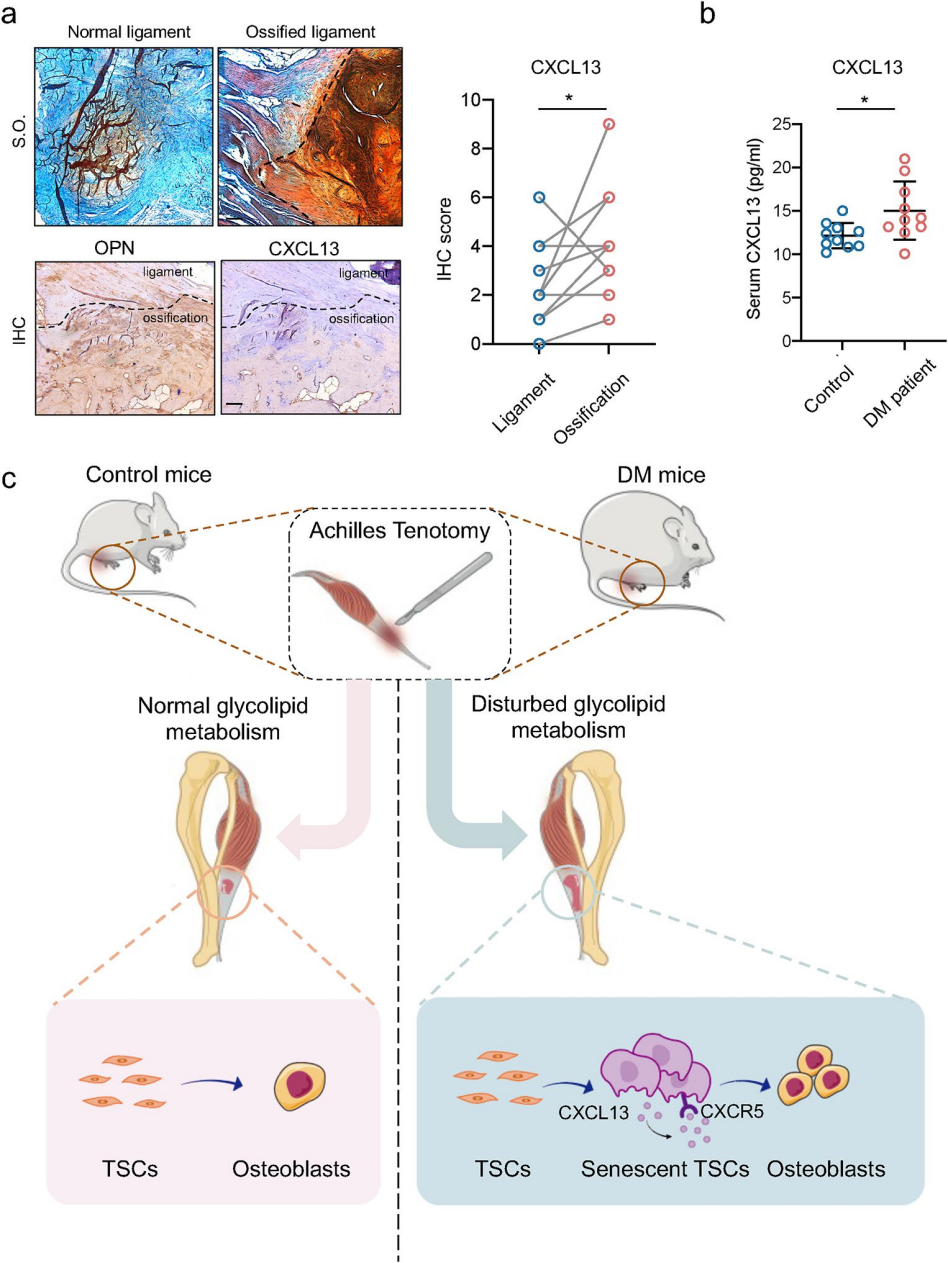
Increased CXCL13 expression in human ossified ligament and DM patient blood serum. **a**. Safranine O staining, OPN, and CXCL13 staining in normal human ligaments and ossified human ligaments and their quantification. Scale bar = 100 μm. **b**. Level of CXCL13 in the serum of DM patients. **c**. Disordered glycolipid metabolism results in the cellular senescence of TSCs. The senescent TSCs activated the CXCL13-CXCR5 axis in an autocrine pattern and enhanced the osteogenesis of the TSCs. The *p*-value was calculated by paired Student’s t-test (a) or two-tailed unpaired Student’s t-test (b). Data are shown as mean ± SD. *p < 0.05

## Discussion

The risk factors and pathological mechanisms of HO have not yet been totally illustrated due to the multiple sources of cell subsets. In this study (Fig. 7c), we reported enhanced ectopic bone formation occurring in the tendons of patients or mice suffering from DM after trauma. Mechanically, we identified that disordered glycolipid metabolism aggravated TSC senescence and activated the CXCL13-CXCR5 axis in TSCs, which led to enhanced osteogenic differentiation of TSCs.

CXCL13 is one of the members of the C-X-C motif ligand family, mostly secreted from macrophages, and it is essential for B-cell trafficking and monocyte activation. CXCR5 was the specific receptor of CXCL13, and the CXCL13-CXCR5 axis was proved to be activated in carcinogenesis, development, and metastasis in various malignant tumors and differentiation of immune cells [20–22]. Patients with carotid atherosclerosis showed increased plasma levels of CXCL13, where CXCL13 exerted anti-apoptotic effects and counteracted the suppressive effects of IL-1b on collagen synthesis in smooth muscle cells (SMCs) [23]. CXCL13 has also been suggested to play a pathogenic role in inflammatory disorders, such as rheumatoid arthritis and inflammatory bowel disease [24, 25]. However, the function of CXCL13 has not been previously reported in TSCs. In the present study, increased levels of CXCL13 were detected in both HFHG cells and the DM mice model. Further experiments revealed that disordered glycolipid metabolism promoted the secretion of CXCL13 and stimulated the osteogenesis of senescent TSCs. Similarly, another member of the C-X-C motif ligand family, CXCL12, which was expressed in mesenchymal cells, was capable of inducing MSC migration and osteogenesis in OLF, and its expression in macrophages increased new bone formation in ankylosing spondylitis. Taken together, the current study revealed that CXCL13 was not only expressed in mesenchymal cells like TSCs but also regulated the proliferation and differentiation of TSCs in an autocrine pattern.

Previous reports identified that the cells which participated in the occurrence of HO were from tissue-resident mesenchymal, vascular, circulating, hematopoietic, and bone marrow derived populations [26–30]. In tendon HO, TSCs were recognized as the responsible cell population, and our in vitro experiments confirmed that TSCs cultured in HFHG were prone to osteoblastic differentiation. Using an extreme HO model, fibrodysplasia ossificans progressiva (FOP), the origins of the cell population were identified as *Scx+* tendon-derived progenitor mediating endochondral HO and *Mx1+* muscle-resident interstitial population mediating intramuscular HO [30]. Similar to the bone formation in FOP, the pattern of trauma-induced HO in our study was also endochondral ossification [31]. As our data showed, the Achilles tendons of aged mice and DM mice, especially the junction between tendon and articular cartilage, exhibited chondrogenic changes, which indicated the progress of endochondral ossification. Thus, disordered glycolipid metabolism promotes ectopic bone formation through endochondral ossification.

DM influenced multiple widespread systems and was one of the stresses accelerating cellular senescence [32]. Cellular senescence is a stable cell cycle arrest and senescence-associated secretory phenotype (SASP) characterized by the upregulation of pro-inflammatory factors. Senescent progenitor cells exhibit changes in differentiation capacity or aberrant lineage distribution [33–35]. For example, in a high-fat, diet-induced diabetes mice model, the adipose tissue displayed an increased accumulation of *p21*^*cip1*^-highly-expressing and *p16*^*INK4a*^-highly-expressing cells [36]. In our study, we also discovered that the TSCs from DM mice exhibited significant cellular senescence and SASP, suggesting that cellular senescence was the transitional stage of HO. The former study discovered decreased stemness and proliferative capacity in aged bone marrow-derived stem cells (BMSCs) and aged TSCs [37, 38], while the research of osteogenesis of aged TSCs was lacking. Recently, research showed that, during wound healing, pyroptotic macrophages aroused TSCs senescence and encouraged HO formation after trauma [35]. As well as an acquired form of HO, the bone morphogenetic protein (BMP) signal inducer activin A, which was the trigger of FOP [39], was a SASP [40]. Thus, cellular senescence might play an important role in HO development. In our study, we used two in vitro senescent models [41, 42] and aged mice to illustrate that the senescent TSCs exhibited higher osteogenic potential, contributing to the occurrence of HO. In other words, cellular senescence significantly changed the differentiation tendency of TSCs. Due to the function of cellular senescence in HO, senotherapeutic agents could be potential drugs for the prevention and treatment of HO. Senescent cell accumulation was found in the muscle injury FOP model, promoting tissue reprogramming toward a chondrogenic fate in the FOP muscle, and the senolytic drug successfully ameliorated the FOP in mice [43]. Thus, the therapeutic potential of anti-senescence in HO formation is worthy of further study.

Until now, there have been no effective diagnoses or treatment options for HO. Molecular biomarkers, such as MCP-1 and IL-1β, were reported to be related to the progression of HO [44]. Traditional first-line medications such as NSAIDs and corticosteroids are used in an attempt to prevent HO but are often ineffective, indicating the need for new prophylactic measures that can be a viable option for HO patients [45, 46]. In recent studies, new prophylactic drugs such as Saracatinib or Palovarotene were tested as potential treatment in FOP-related clinical trials [47, 48]. In this study, we offered a potential therapeutic target for DM patients by using CXCL13-neutralizing antibodies after trauma. The CXCL13 neutralizing antibody has been reported to be used in hyperalgesia [20], pancreatic ductal adenocarcinoma [49], and renal cell carcinoma [22]. In our study, we used AAV2 to knock down the expression of CXCL13 in tendons because the affinity of AAV2 was proved in tendons, according to the former report [50]. We did not observe any signs of severe side effects during or after treatment with AAV2. Compared to using AAV for clinical applications, the neutralizing antibody was safer and easier to use. For example, the neutralizing antibody for RANKL, denosumab, exhibited benefits for osteoporosis patients and giant-cell tumors of bone patients [51, 52]. Thus, using CXCL13-neutralizing antibodies to prevent HO in DM patients after surgery or trauma could be a new orientation of therapy.

In order to distinguish whether the elevated secretion of CXCL13 was the reason or the result of senescent TSCs, we knocked out CXCL13 in TSCs using CRISPR/Cas9, and the cellular senescence induced by H_2_O_2_ was alleviated. Interestingly, adding the recombinant protein CXCL13 did not induce cellular senescence (Supplementary Fig. S5A-B), suggesting that the elevated CXCL13 level was the result of cellular senescence but not the reason. Further research about the cause of disordered glycolipid metabolism inducing TSC senescence is still needed.

There are still some limitations to our study. First, we used AAV to inhibit CXCL13 in the tendon, which was not specifically enough for TSCs. Because the local macrophage also secreted CXCL13, we could not eliminate that part of CXCL13 originating from immune cells. The application of *Scx-cre* transgenic mice for CXCL13 specific ablation in TSCs was helpful to illustrate the conclusion [53]. Second, the number of clinical samples was insufficient and from one center, which may have caused selection bias. Follow-up, multiple-center validation could offer stronger evidence for the conclusion. Finally, though CXCL13 AAV2 exhibited a preliminary effect in the treatment of HO in mice, more in vivo studies are required to define the efficacy, toxicity, window of treatment, duration of exposure, and dosing interval of CXCL13.

## Materials and methods

### Human subjects

This study was approved by the Medical Ethics Committee of Sun Yat-sen Memorial Hospital of Sun Yat-sen University (SYSKY-2023-342-01), and signed informed consent forms were obtained from each subject. We collected 60 patients who underwent surgery at Sun Yat-sen Memorial Hospital of Sun Yat-sen University due to cervical spondylosis and divided them into two groups: the Control group (*n* = 40) and the Hyperglycemia group (*n* = 20). We analyzed their preoperative CT scanning data and calculated the rate of HO that occurred in the ligamentum nuchae (OLN), posterior longitudinal ligament (OPLL), or ligamentum flavum (OLF). The calcified tendon was obtained from 12 patients with HO during surgery. We also collected the normal Achilles tendon from patients who received surgery (*n* = 5) and from DM patients who received surgery due to the diabetic foot (*n* = 5). The serums of the control patients (*n* = 10) and DM patients (*n* = 10) were collected for the ELISA test.

### Mice

All mice (C57BL/6J) were purchased and bred at the Laboratory Animal Center of Sun Yat-sen University. The animal experiments were approved by the Institutional Animal Care and Use Committee of Sun Yat-Sen University (SYSU-IACUC-2023-000847). We used mice aged from 6 to 8 weeks for the DM model by feeding them with 60% high-fat fodder (HF60 fodder, Dyets) for two months and then exerted Achilles tenotomy to induce the occurrence of HO. We measured the blood glucose level using a glucometer, and a blood glucose higher than 33.3 mmol/L was displayed as High, and lower than 1.1 mmol/L as Low. Before the glucose tolerance test (GTT) and insulin tolerance test (ITT), the mice fasted for eight hours. For the GTT, we treated the mice with 2 g/kg glucose via intraperitoneal injection and the insulin level was measured using ELISA (E-EL-M2614c-96T, Elabscience). For ITT, we treated the mice with 1 U/kg insulin via intraperitoneal injection.

### Histological analysis

The tissues were disserted and fixed in 4% paraformaldehyde for 48 h at 4 °C. After fixation, the tissues were embedded in paraffin and processed for paraffin sectioning at 5 μm thickness. H&E staining, Safranine O staining, and Masson trichrome staining were performed according to standard procedures. The slides were photographed under a light microscope (Olympus).

### Immunohistochemistry

The slides were immunoreacted with anti-TMND (Abcam, ab203676, 1:250), anti-RUNX2 (Abcam, ab192256, 1:500), anti-OPN (Abcam, ab214050, 1:500), anti-p16 (Santa Cruz, sc-1661, 1:100), and anti-CXCL13 (Abcam, ab272874, 1:100) or anti-CXCR5 (Abcam, ab203212, 1:500). Further processing occurred according to standard procedures. The IHC score was calculated independently by experimenters blinded to the sample identity. Staining intensity was scored as follows: 0 (negative), 1 (weakly positive), 2 (moderately positive), and 3 (strongly positive). The percentage of positivity was also scored according to five categories: 0 (< 5%), 1 (5–25%), 2 (25–50%), 3 (50–75%), and 4 (> 75%). The value of the percentage positive score was multiplied by the staining intensity score to generate the final expression scores, which ranged from 0 to 12.

### Isolation and culture of TSCs

The patellar tendon was isolated and washed using PBS, then cut into small pieces and digested with type I collagenase (3 mg/ml, Sigma-Aldrich) for 6 h at 37℃. The cells were then resuspended and seeded in a 6-well plate and cultured at 37 °C with 5% CO_2_. Low glucose DMEM (Gibco) supplemented with 1% penicillin–streptomycin solution (Gibco) and 10% fetal bovine serum (Gibco) were used as the culture medium. For osteogenic induction, the OIM was the culture medium supplemented with 20 mM β-glycerolphosphate, 50 mM ascorbic acid, and 1 nM dexamethasone for 7 or 14 days. The alkaline phosphatase (ALP) staining and alizarin red staining were performed according to standard procedures.

### Cell Counting Kit-8 assay (CCK-8)

The TSCs were seeded at a density of 1 × 10^4^ per well in 96-well plates and cultured in culture medium or high glucose DMEM supplemented with different concentrations of palmitic acid for 0, 12, 24, and 48 h. CCK-8 solution (Glpbio) was added to each well and incubated for 3 h, followed by measurement of the absorbance at 450 nm using a microplate reader (TECAN sunrise).

### Immunoblotting analysis

We performed western blotting according to standard procedures. The following primary antibodies were used: anti-OCT4 (CST, #2750, 1:500), anti-NANOG (Abcam, ab109250, 1:500), anti-p21 (Abcam, ab109520, 1:1,000), anti-TNMD (Abcam, ab203676, 1:250), anti-RUNX2 (Abcam, ab192256, 1:1,000), anti-OPN (Abcam, ab214050, 1:500), anti-Cyclin D1(Santa Cruz, sc-8396, 1:500), anti-Cyclin B1 (Santa Cruz, sc-245, 1:500), anti-CXCL13 (Abcam, ab272874, 1:250), anti-CXCR5 (Abcam, ab203212, 1:500), anti-GAPDH (Proteintech, 60004-1, 1:2,000), or anti-β-ACTIN (Affinity, AF7018, 1:2,000). The secondary antibodies used were goat anti-rabbit IgG H&L (Abcam ab205718, 1:2,000) and goat anti-mouse IgG H&L (Abcam ab205719, 1:2,000). The original blot results are shown in Supplementary Figure S6.

### Senescence-associated β-galactosidase (SA-β-gal) staining

SA-β-gal staining (Beyotime) was performed according to the manufacturer’s protocol. Briefly, the cells were washed with PBS and fixed in the SA-β-gal fixative for 15 min at room temperature, followed by incubation with SA-β-gal working solution at 37℃ overnight. After staining, three random fields of each group were imaged under an optical microscope, and the ratio of β-Gal + cells was calculated.

### qPCR

Total RNA was extracted from cultured cells using TRIZOL reagent (Invitrogen), and cDNA was synthesized using 1,000 ng of total RNA with a Prime-Script RT reagent kit (TaKaRa) according to the manufacturer’s protocol. qPCR was performed to amplify the cDNA on a Light Cycler 480 Real-Time PCR system (Roche Light Cycler 480) using TB Green Premix Taq II (TaKaRa) and corresponding primers. The sequences of primers were acquired from PrimerBank [54], and the expected size of the amplicon in bp, the annealing temperatures, GenBank Accession numbers are listed in Supplementary Table 2. The 2^−ΔΔCt^ method was used to calculate the relative expression levels, and the expression of *Actb* served as the internal control for normalization.

### RNA-seq and analysis

Total RNA was extracted from TSCs cultured in low glucose or high fat, high glucose (HFHG), and libraries were generated using the VAHTS Stranded mRNA-seq Library Prep Kit for Illumina (New England Biolabs). Library quality was checked with a Bioptic Qsep100 Analyzer (Bioptic Inc.), and libraries were sequenced using NovaSeq 6000. Genes with a fold change > 2 and *p-*value < 0.05 were identified as differentially expressed genes and analyzed using DAVID Bioinformatics Resources. Four biological replicates in each group were included in the RNA-seq experiment in this study.

### Bone CT scanning

The hindlimbs of the mice were dissected and fixed in 4% paraformaldehyde for 48 h at 4 °C, followed by storage in 70% ethanol for micro-CT scanning (SCANCO Medical AG). Quantitative volumetric measurements of HO were conducted on the tibia region.

### CRISPR/sgRNA plasmid construction

The lenti-CRISPR v2 plasmid was available from Addgene (52,961). The targeted sgRNAs were inserted into the plasmid using BsmBI sites. 

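Cxcl13 lies on chromosome 5 of the mouse genome (GRCm38) from 95956951 to 95961068 on the plus strand, and its transcript has 1150 bases in 4 exons in the GENCODE M21 annotation. The authors' genome build is not named in the paper's text, so the guide sequences were matched to this reference. The target of sgRNA-1 lies in exon 2, in the coding sequence, from 95958695 to 95958714, and is followed by the PAM CGG. It corresponds to bases 145 to 164 of the transcript. The target of sgRNA-2 lies in the same exon, also in the coding sequence, from 95958716 to 95958735 (bases 166 to 185 of the transcript), and is followed by the PAM GGG. Both targets are on the plus strand. In the transcript, the sequence around them reads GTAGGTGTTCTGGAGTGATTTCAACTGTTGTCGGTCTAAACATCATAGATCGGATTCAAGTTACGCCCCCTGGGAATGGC. The reverse primer of the paper's Cxcl13 qPCR, GGGCGTAACTTGAATCCGATCTA, matches the opposite strand from 95958710 to 95958732 and overlaps both targets, and the forward primer, GGCCACGGTATTCTGGAAGC, spans exons 1 and 2.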

The sgRNA sequences for *Cxcl13* were as follows: sgRNA-1 (TCGGTCTAAACATCATAGAT, PAM: CGG) and sgRNA-2 (GGATTCAAGTTACGCCCCCT, PAM: GGG).

### Vector transduction and lentivirus/adenovirus infection

Lentivirus infection was performed according to the manufacturer’s protocol of the GeneCopoeia Lenti-Pac kit. Briefly, HEK293T cells were plated in high-glucose DMEM (Gibco) with 10% FBS and 1% penicillin–streptomycin. The cells were co-transfected with 2.5 µg lenti-CRISPR plasmid and packing plasmids (pLP1, pLP2, and pLP-vsvg) using Lipofectamine 3000 (Thermo Fisher Scientific). After 8–14 h, the transfection medium was changed, and the medium with lentivirus was harvested after 48 h. The lentiviral supernatant was filtered through 0.45 μm filters to eliminate residual cells and cell fragments.

After the cells were attached to the dish with 70–80% confluency, the adenovirus or lentivirus was added to the non-FBS medium (10^9^ PFU/ml). The same volume medium with 10% FBS was added to the cells, and the medium was changed after 24 h. The cells were cultured for another 24 h before the next step of the experiments.

### Statistical analysis

Quantification was performed in at least three independent experimental groups. The analysis of all statistics was carried out using SPSS v13. We tested the values with the Kolmogorov–Smirnov test (K–S test) to determine the normally distributed, and the two-tailed Student’s *t*-test (normally distributed) or Mann–Whitney U test (not normally distributed) was used between two groups to determine the significance. A one-way ANOVA (normally distributed) with Tukey’s post-hoc test was used to compare differences between multiple groups. In all cases, a *p*-value of less than 0.05 was considered significant, and the results were presented as mean ± standard deviation (SD).

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

## Data Availability

The raw sequencing data were uploaded to the GEO database (GSE234916).

# Supplementary material for: Disturbed glycolipid metabolism activates CXCL13-CXCR5 axis in senescent TSCs to promote heterotopic ossification
**Source:** Cell Mol Life Sci. 2024 Jun 17;81(1):265. doi: 10.1007/s00018-024-05302-3
**Supplement:** Supplementary file 1 — Supplementary Material 1

**
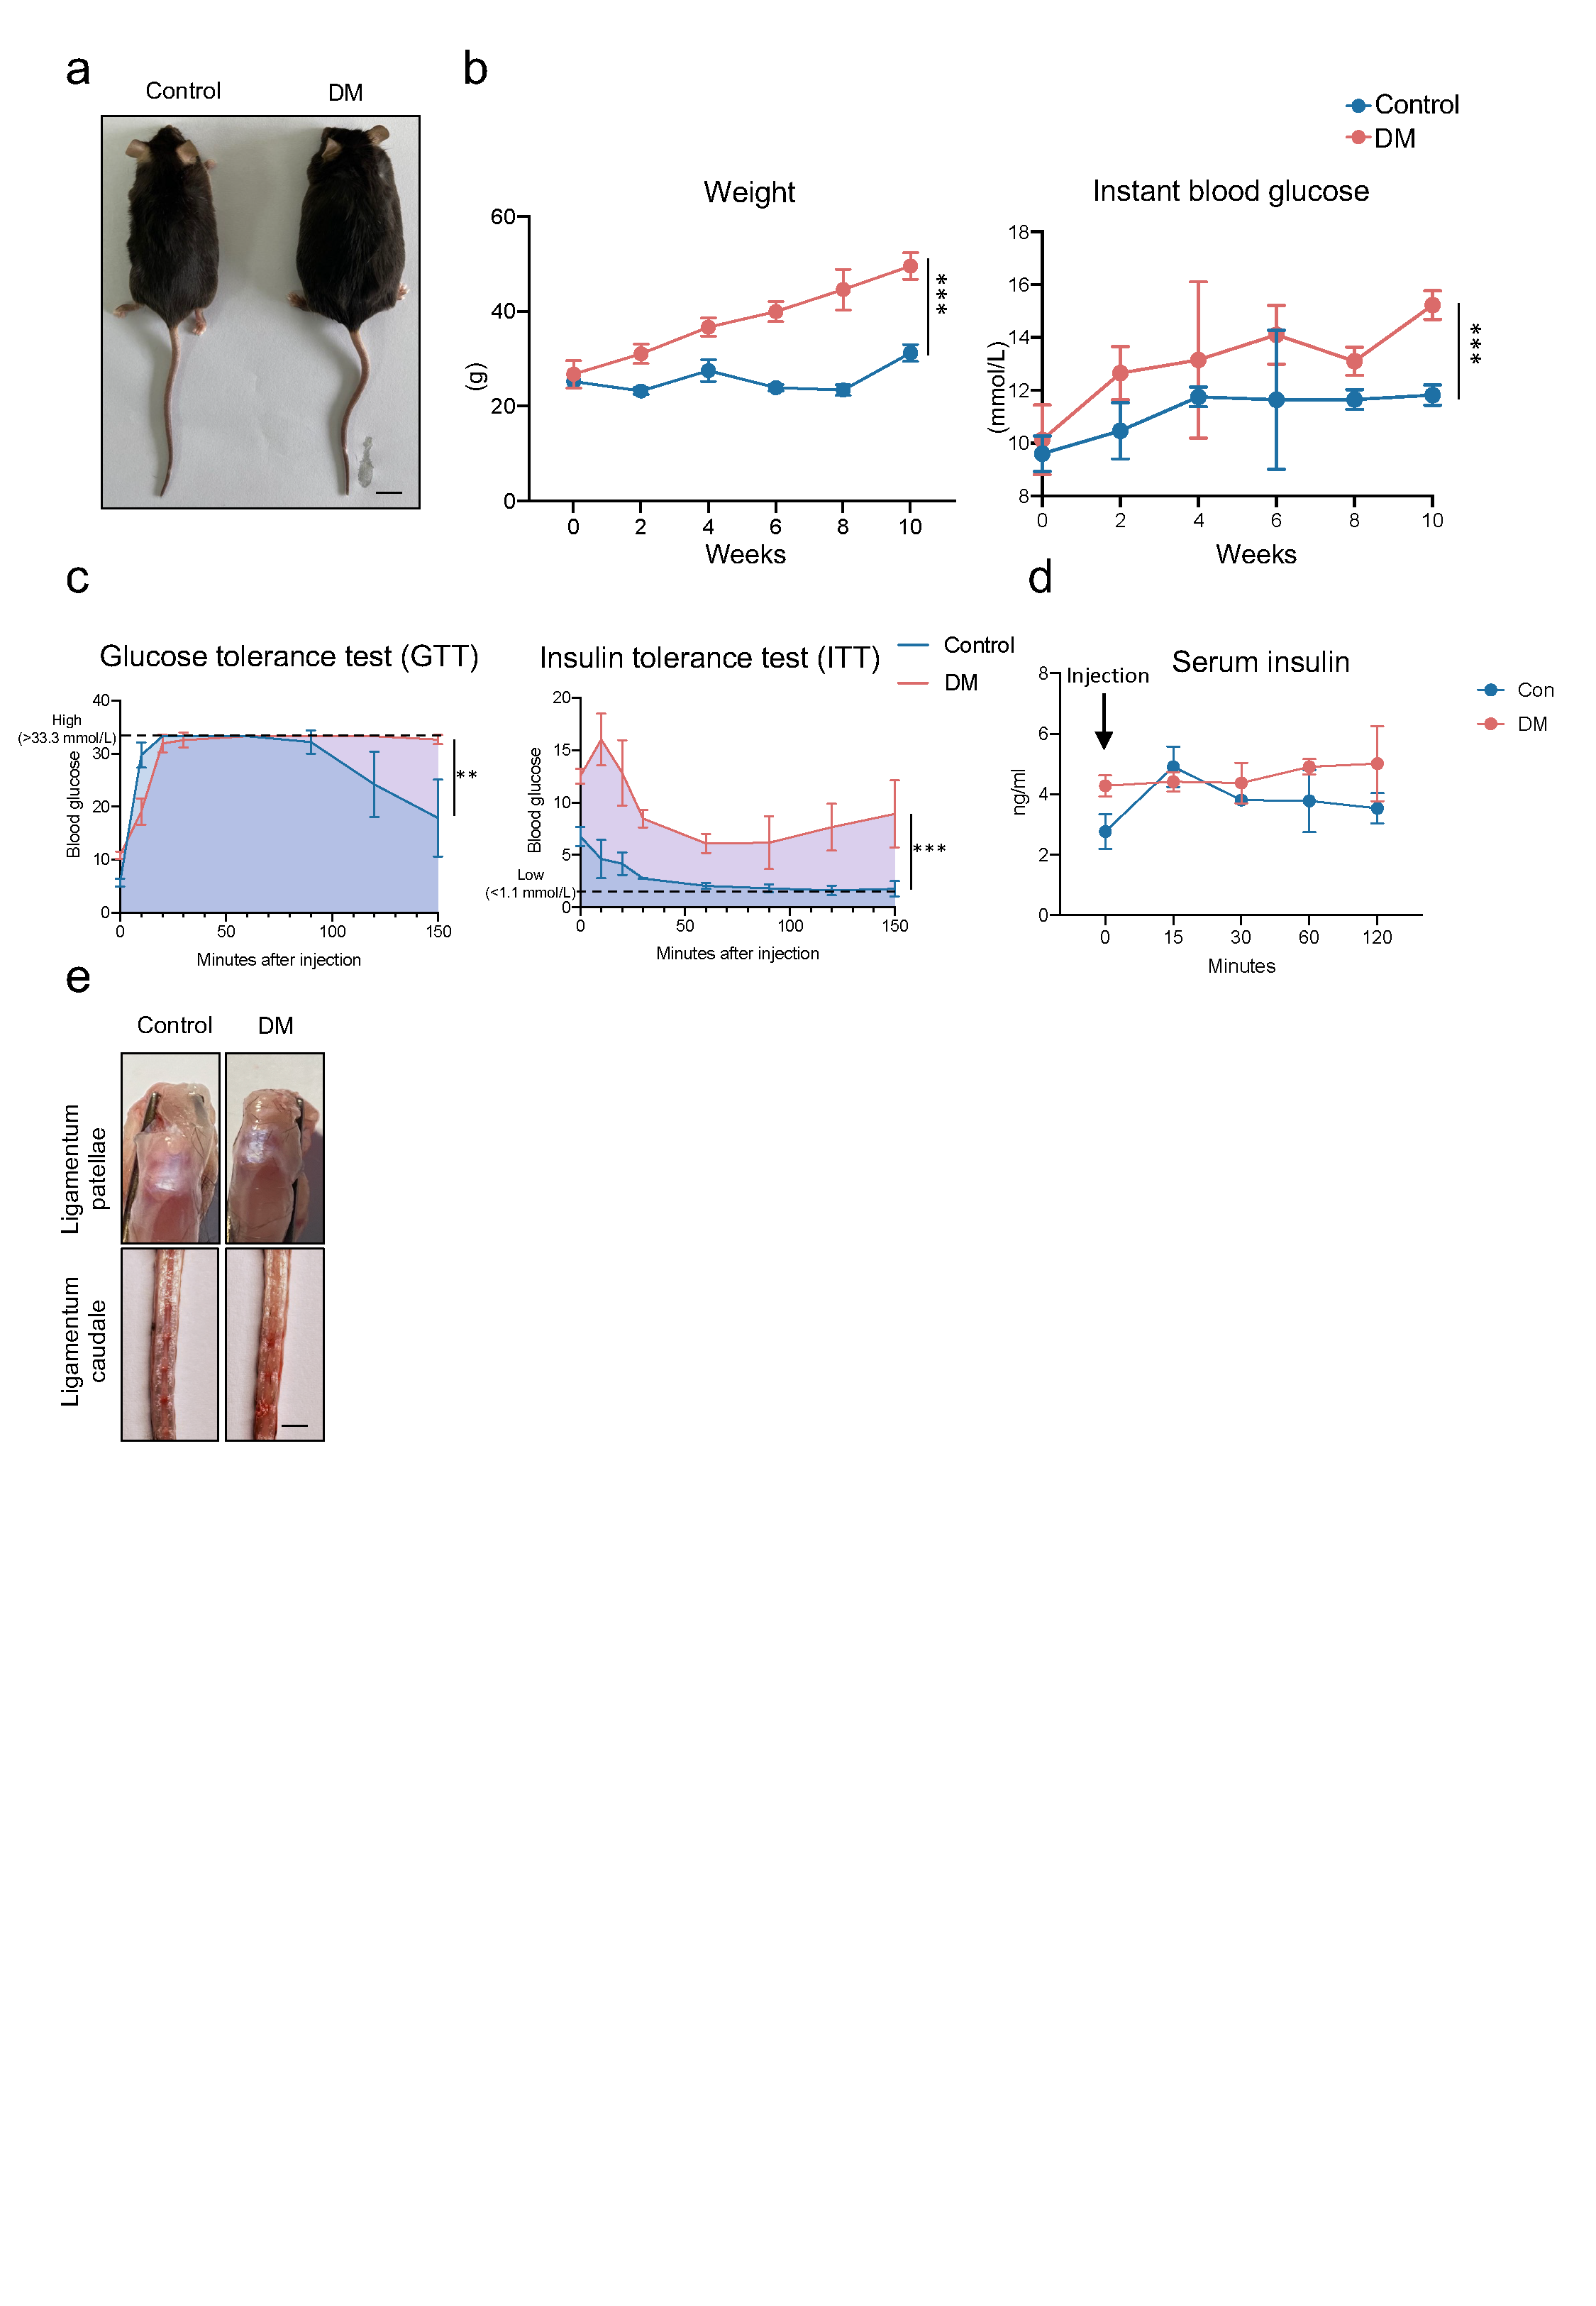
Supplementary Fig. S1 Construction of DM mice.**

a. Appearance of control mice and DM mice. Scale bar = 1 cm.

b. The weight and instant blood glucose of control mice and DM mice at week 0, 2, 4, 6, ,8 and 10 after HF60 feeding.

c. The blood glucose level of GTT and ITT of control mice and DM mice.

d. The serum insulin level of control mice and DM mice after glucose injection.

e. Appearance of ligamentum patellae and ligamentum caudale of control mice and DM mice. Scale bar = 10 mm.

*p*-value was calculated by Two-way ANOVA. Data were shown as mean ± SD. ***p* < 0.01. ****p* < 0.001.

**
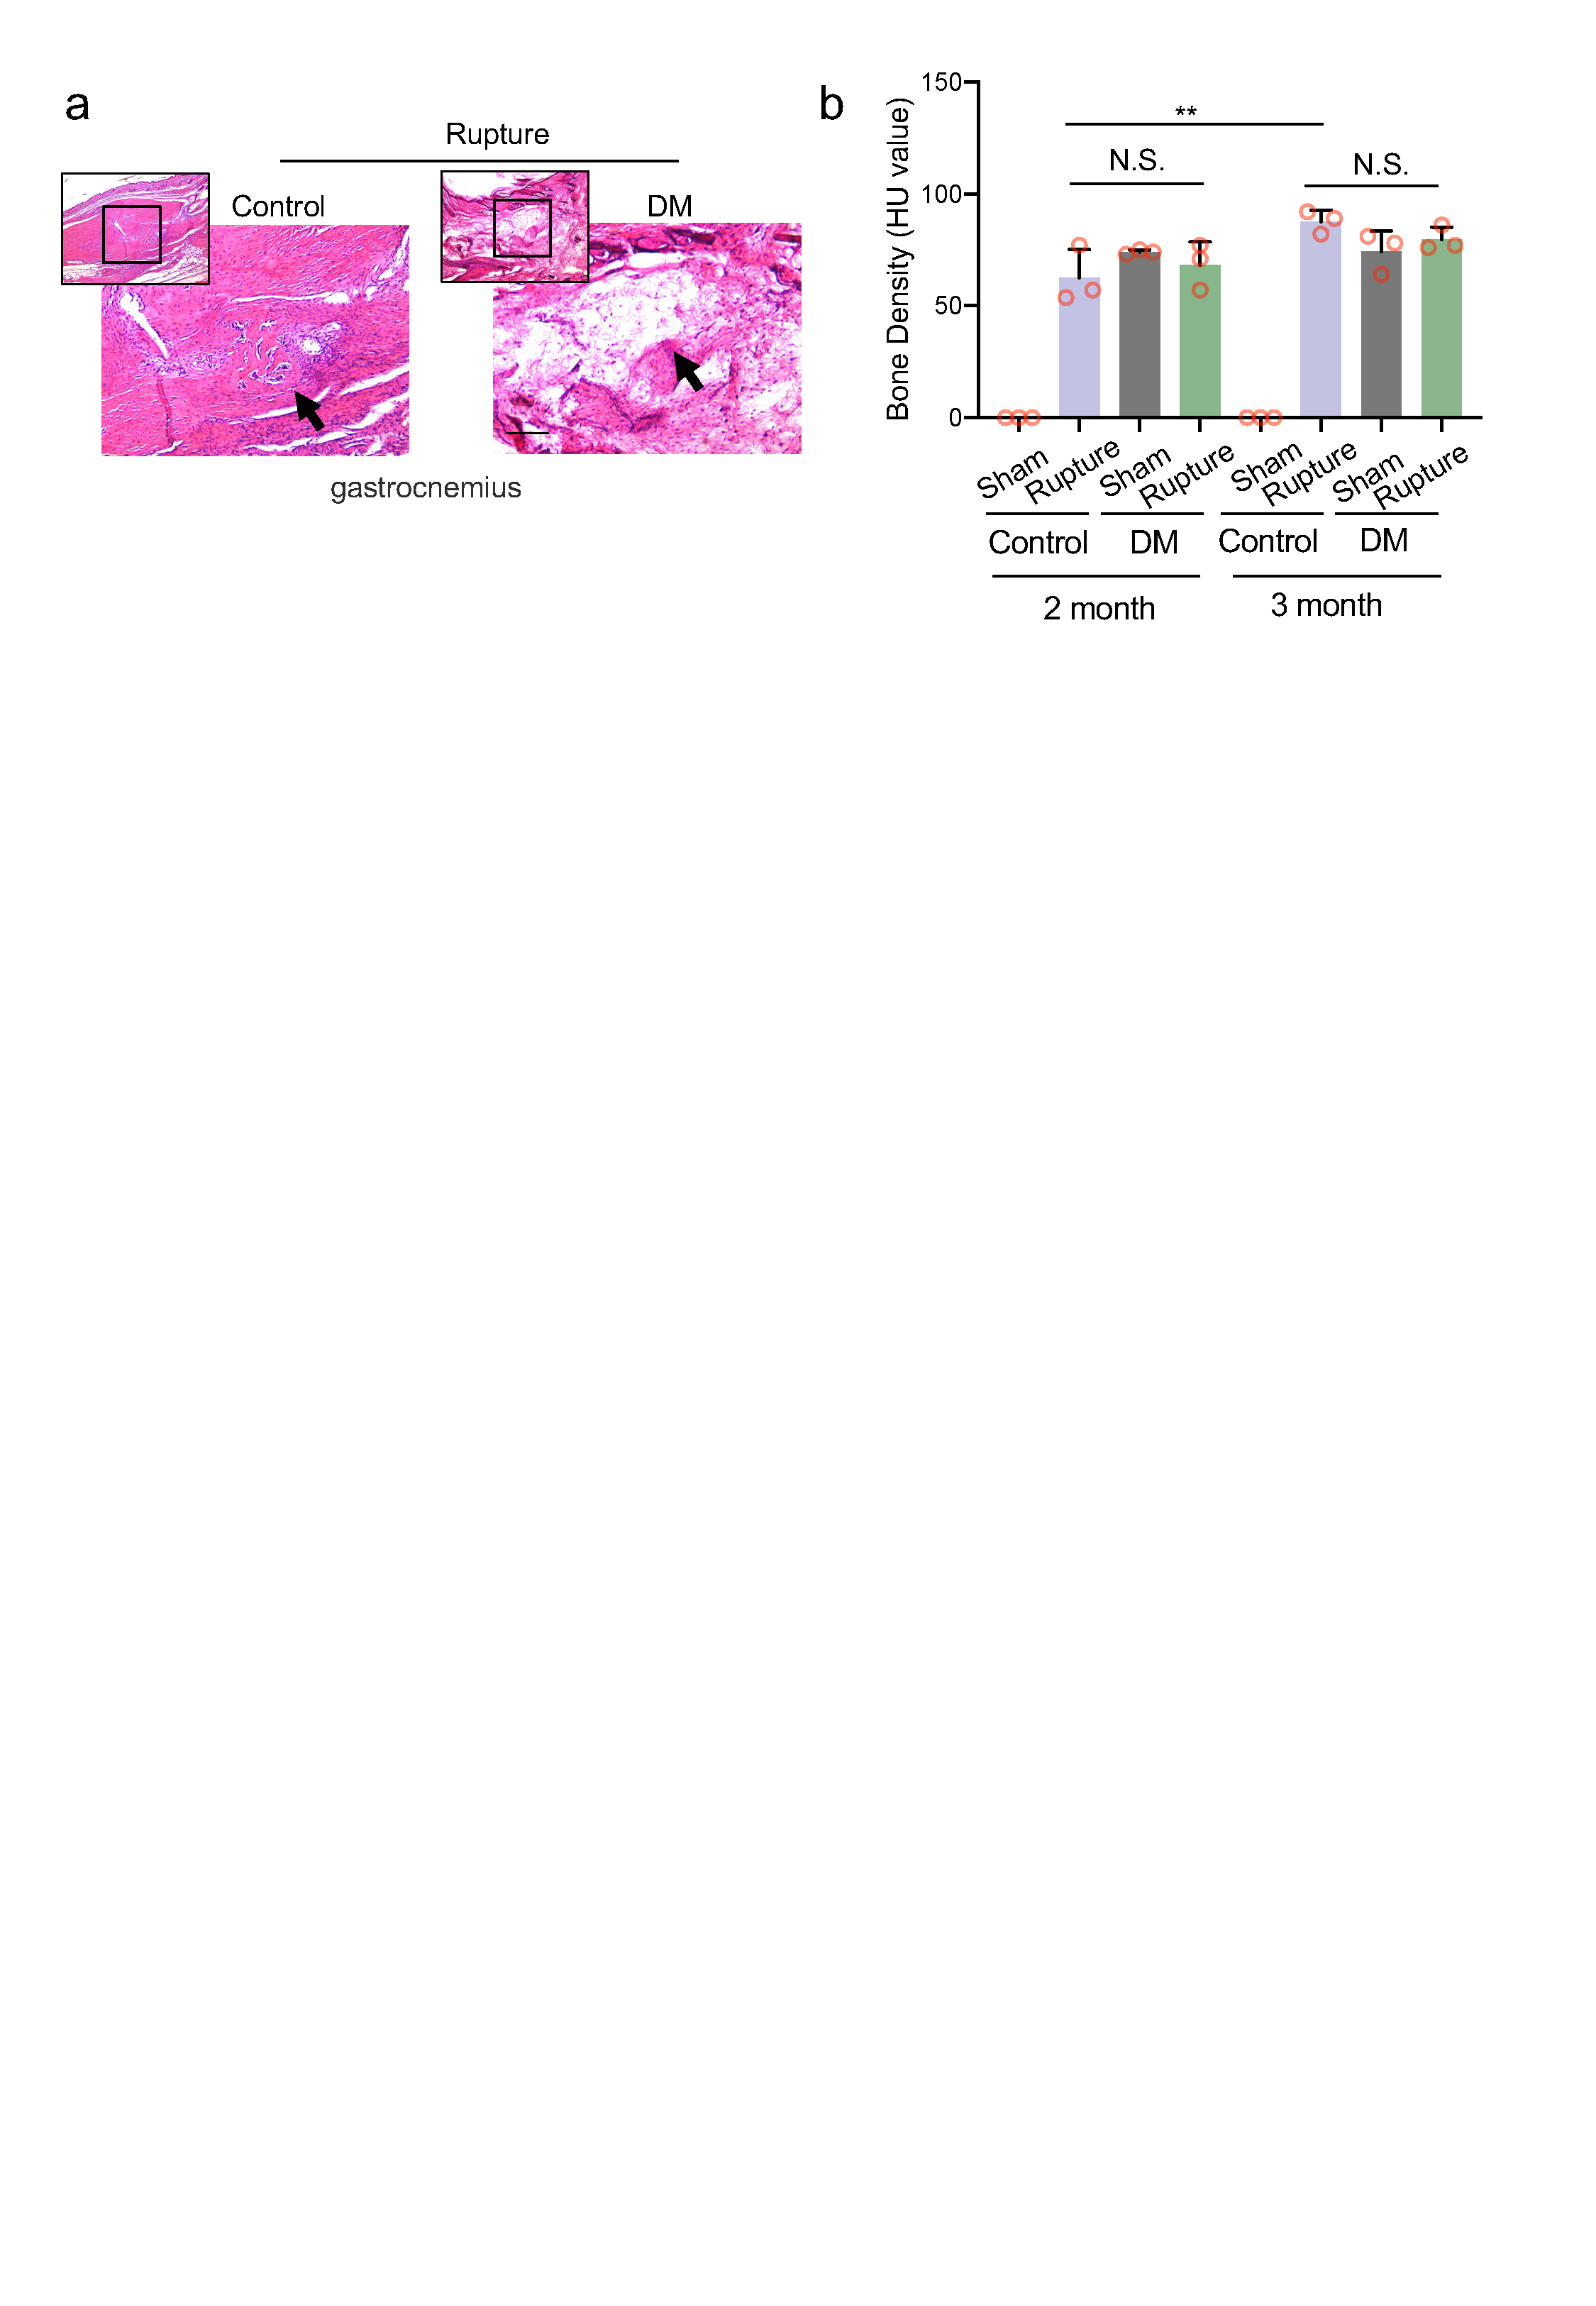
Supplementary Fig. S2 DM mice were more susceptible to developing tendon and ligament HO.**

a. H&E staining of ectopic bone formation in gastrocnemius of control mice and DM mice. Scale bar = 100 μm.

b. Bone density of ectopic bone of control mice and DM mice received sham or tenotomy for 2 or 3 months.

*p*-value was calculated by one-way ANOVA followed by Tukey’s multiple comparisons tests. Data were shown as mean ± SD. ***p* < 0.01. N.S., not significant.

**
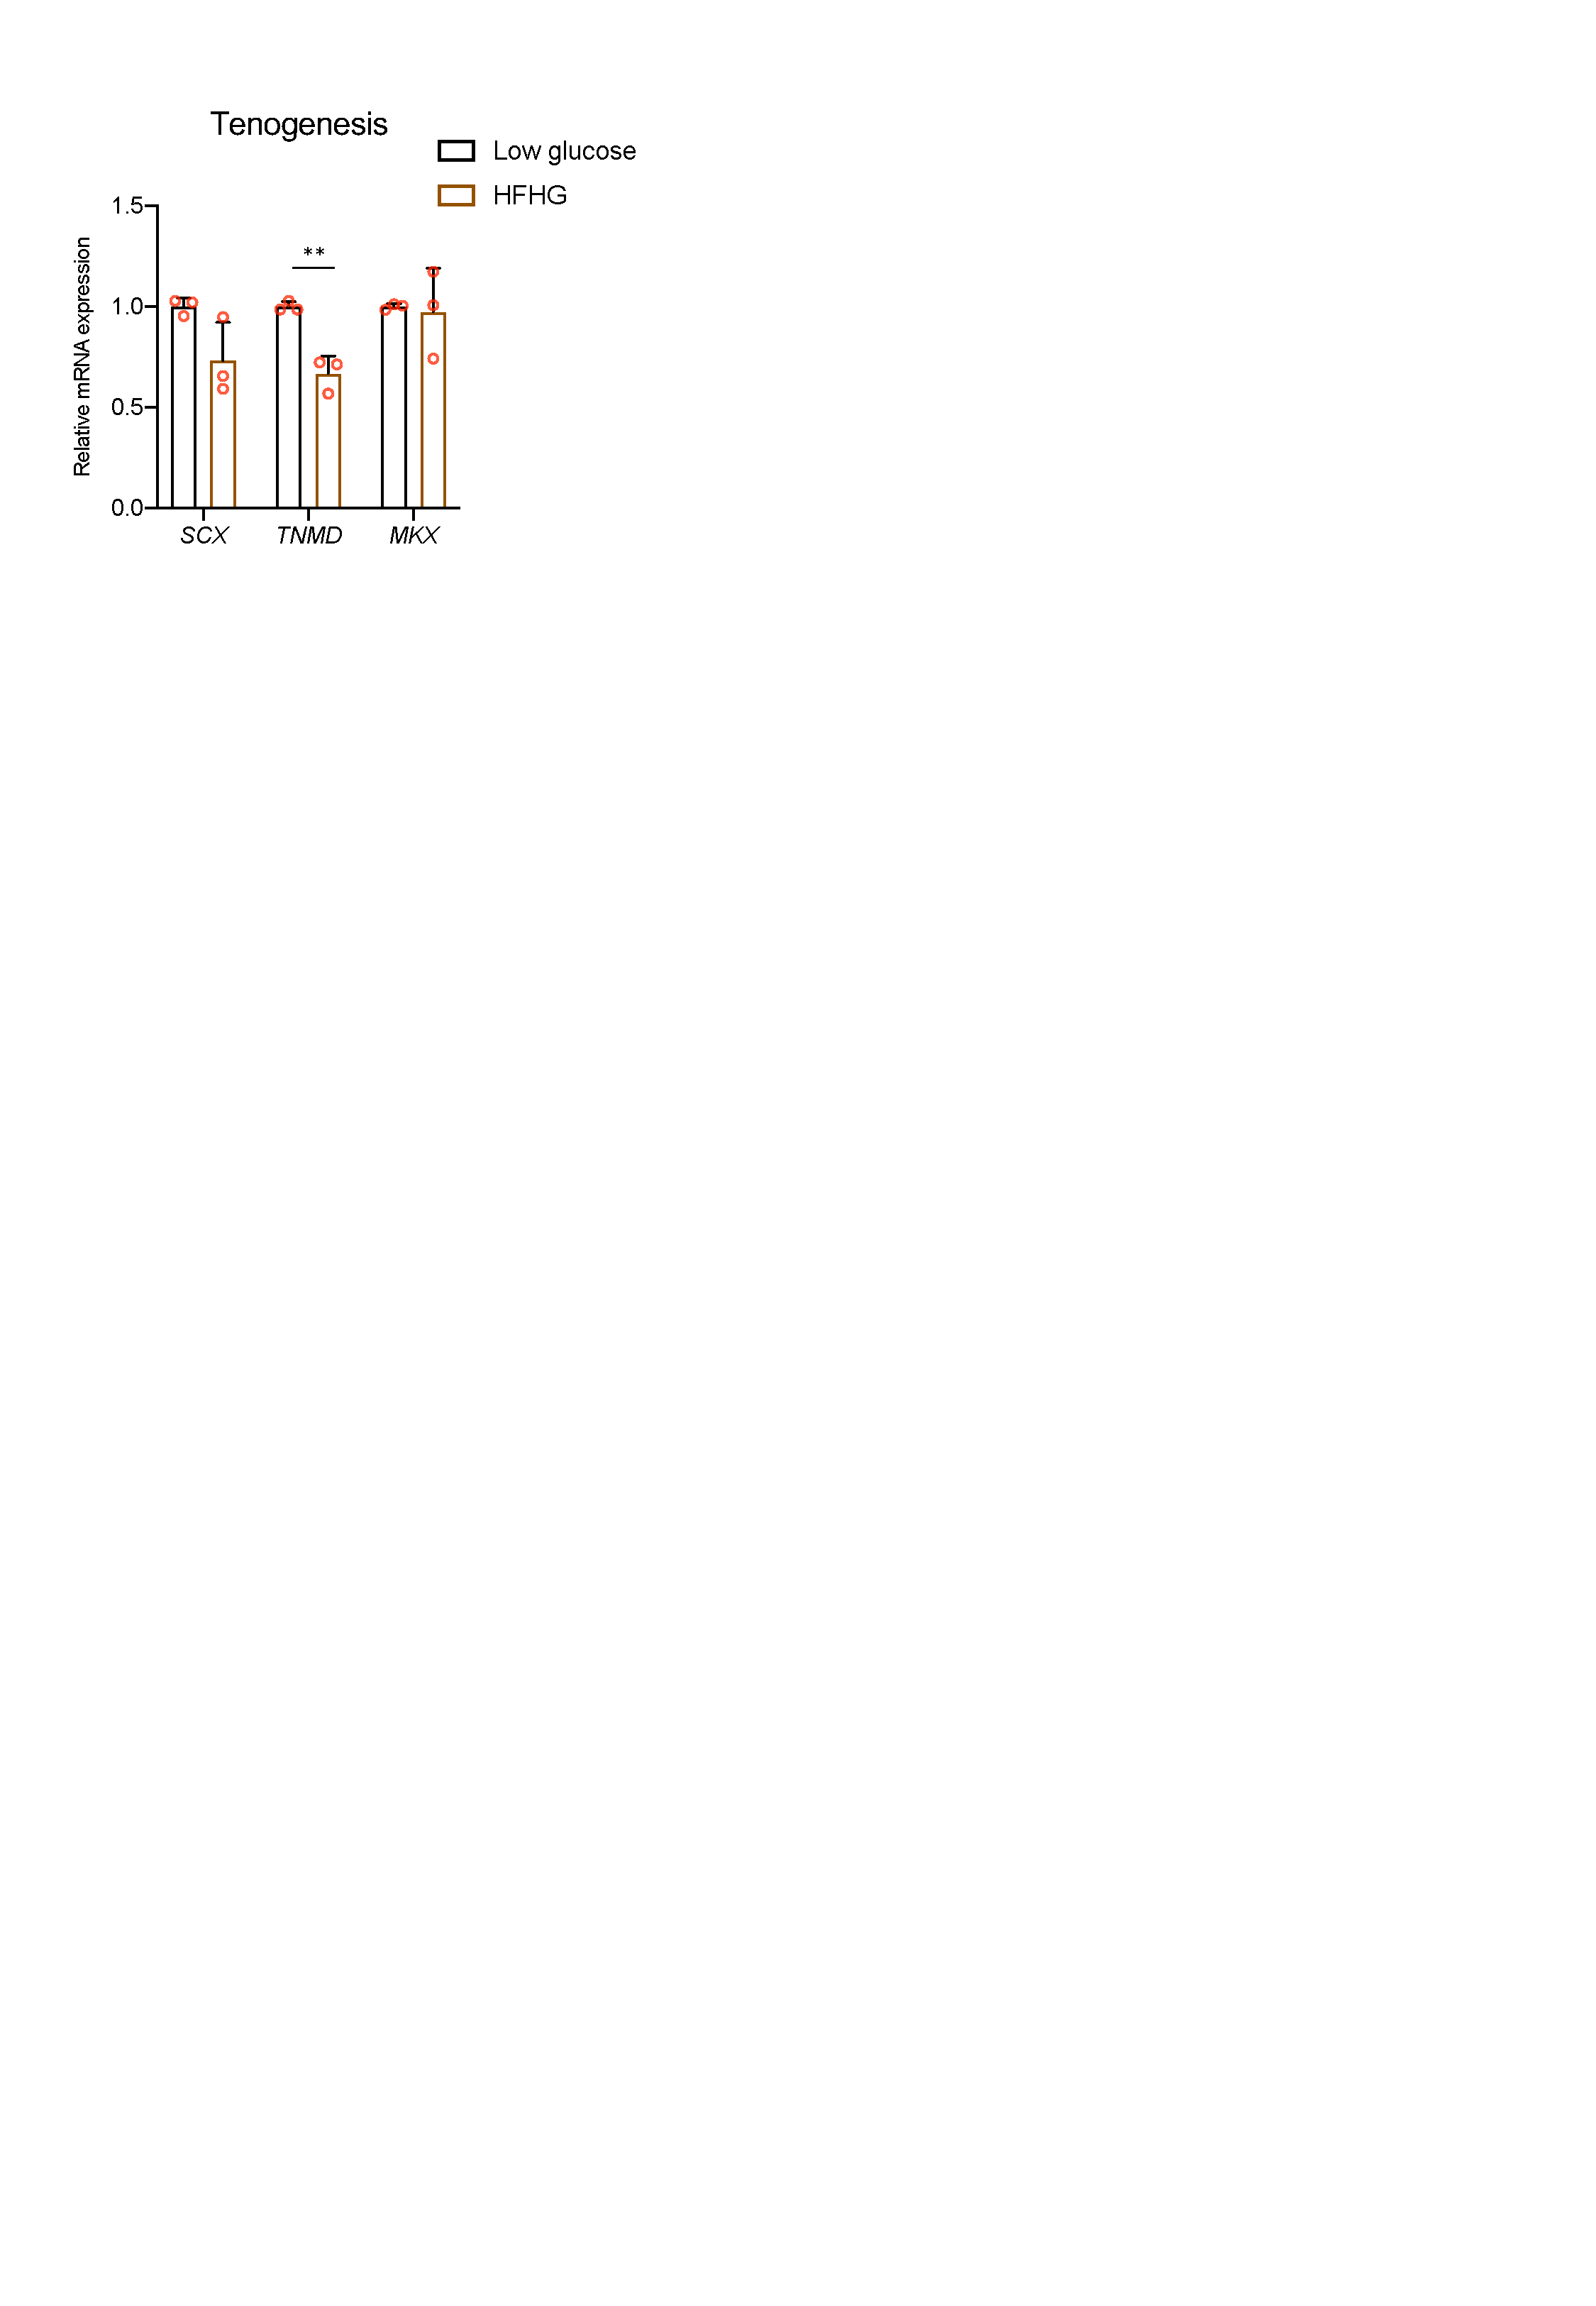
**

**Supplementary Fig. S3 Disturbed glycolipid metabolism damaged tenogenesis of TSCs.**

The expression of mRNA relevant to tenogenesis of TSCs cultured in low glucose medium and HFHG medium.

*p*-value was calculated two-tailed unpaired Student’s t-test. Data were shown as mean ± SD. ***p* < 0.01.

**
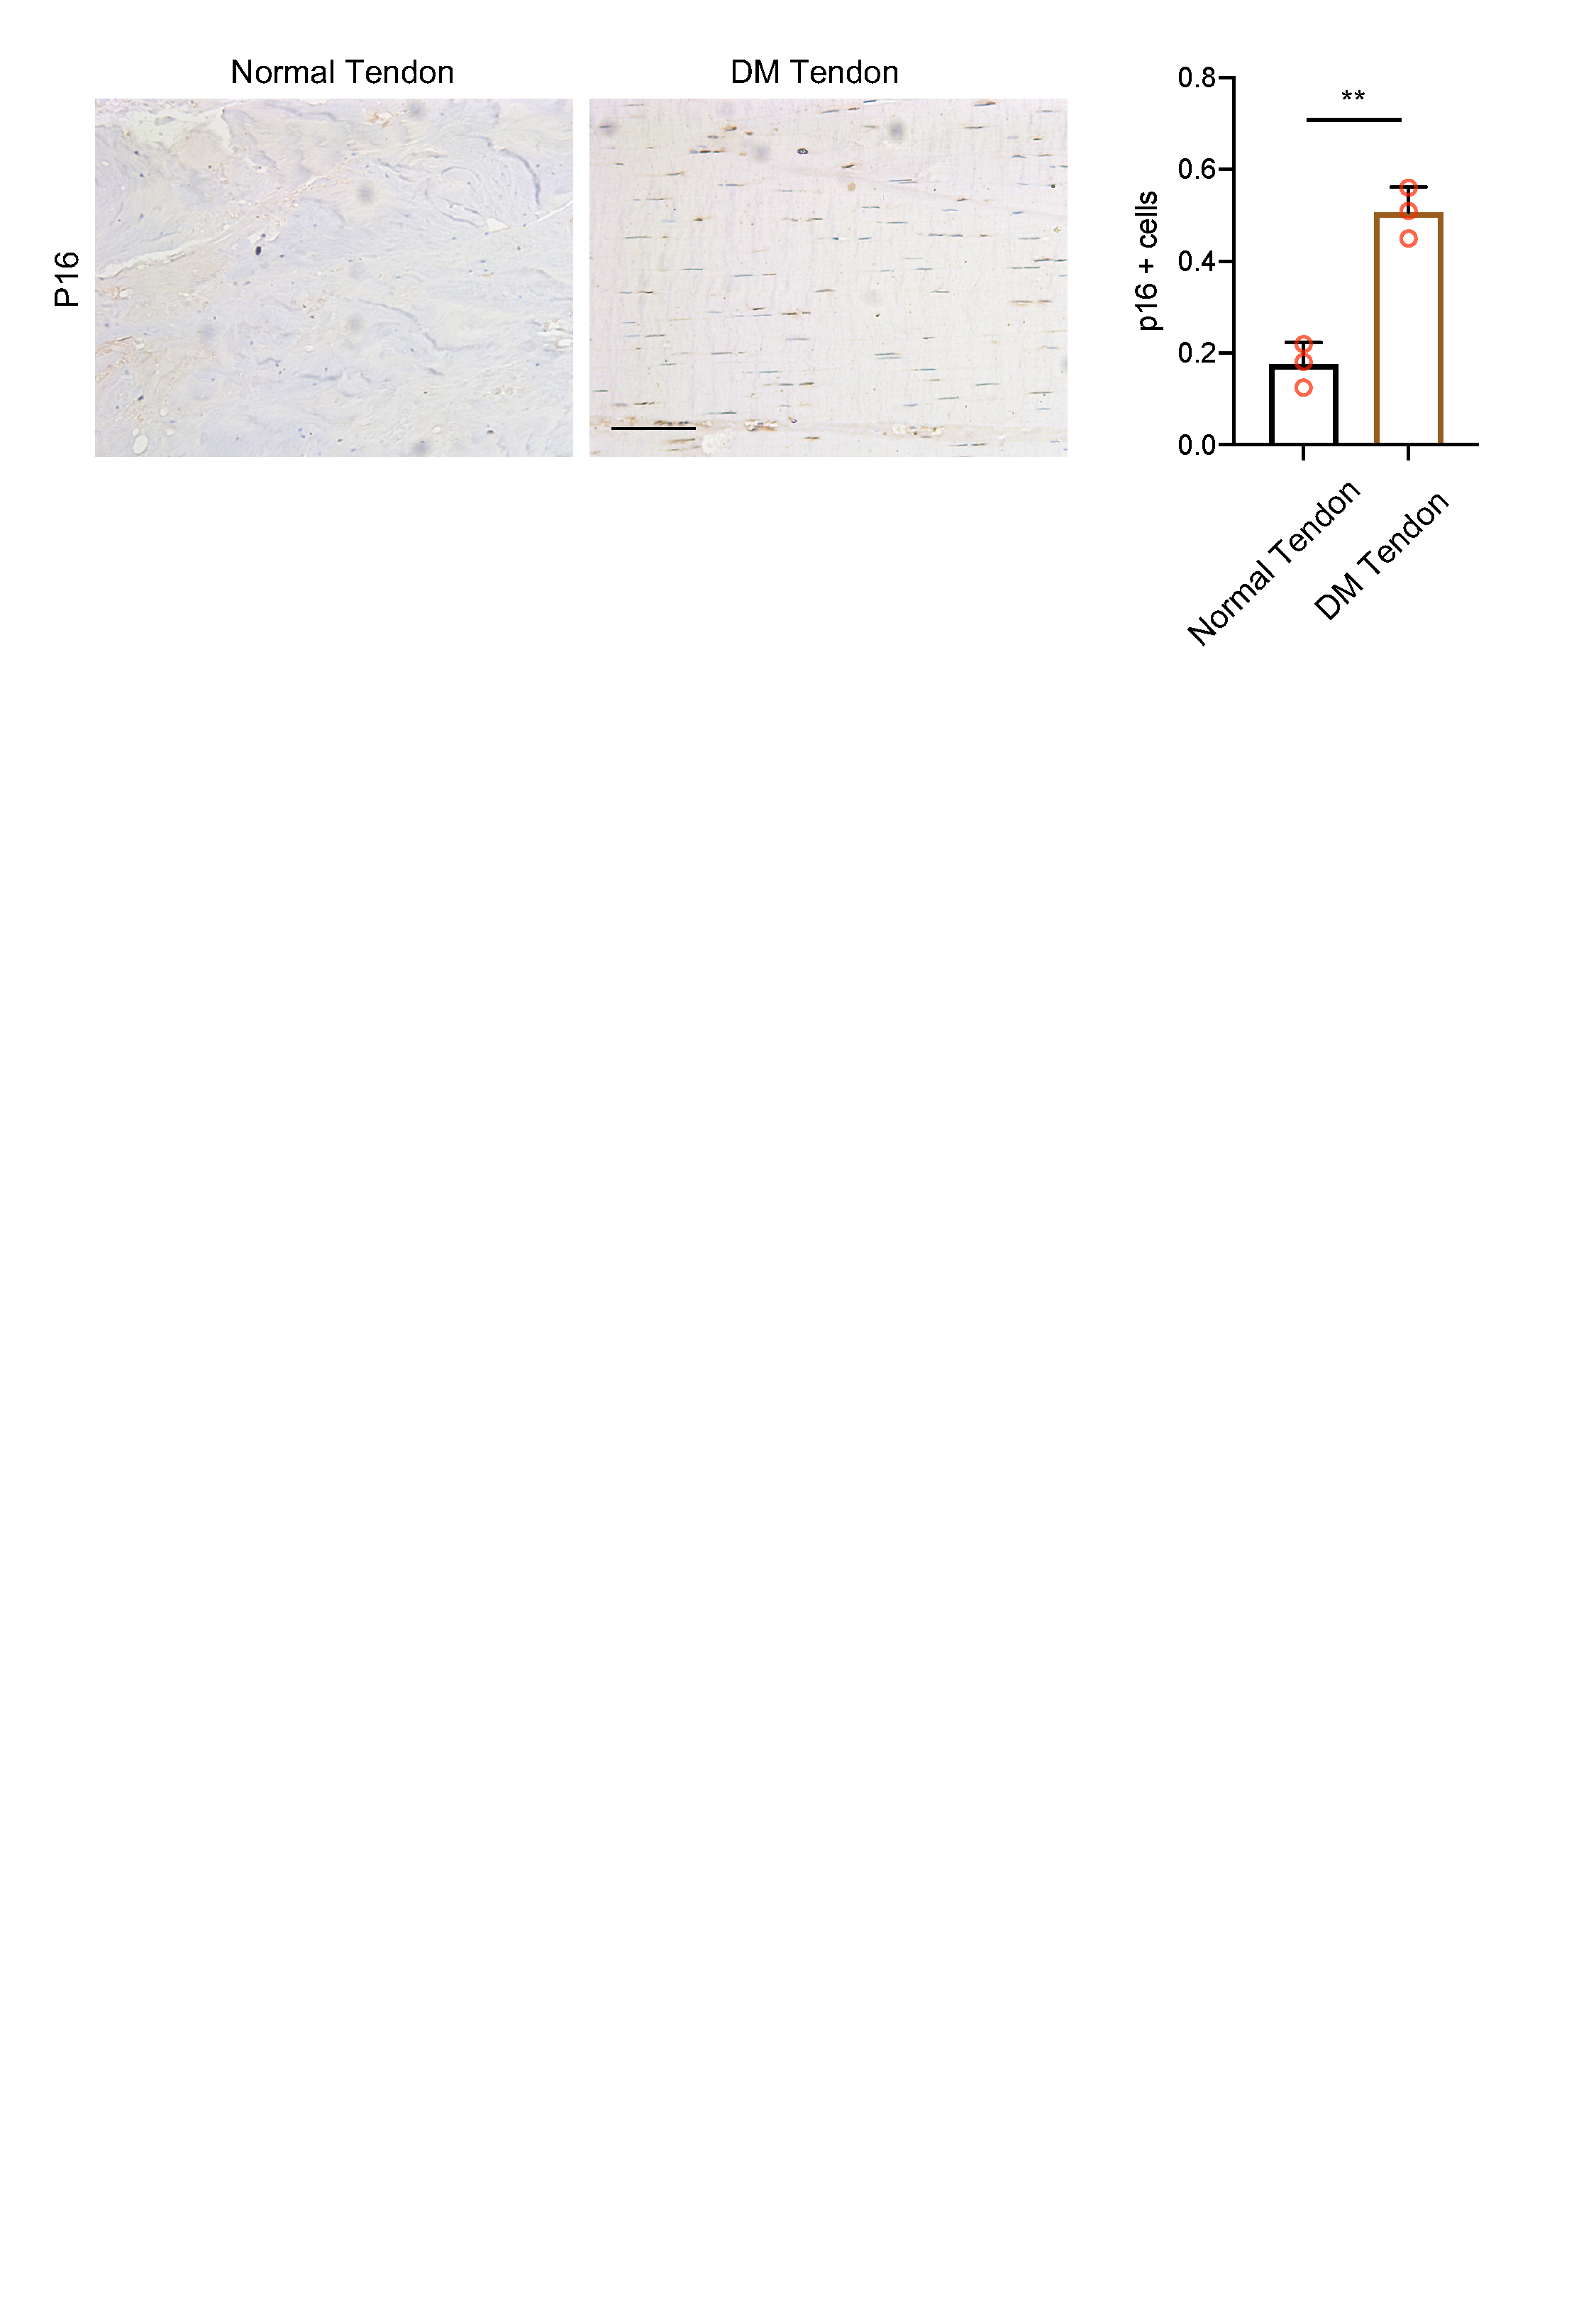
Supplementary Fig. S4 Disturbed glycolipid metabolism promoted TSCs senescence.**

The p16 staining of the Achilles tendon of normal tendon and DM tendon and their quantification. Scale bar = 100 μm.

*p*-value was calculated by two-tailed unpaired Student’s t-test. Data were shown as mean ± SD. ***p* < 0.01.

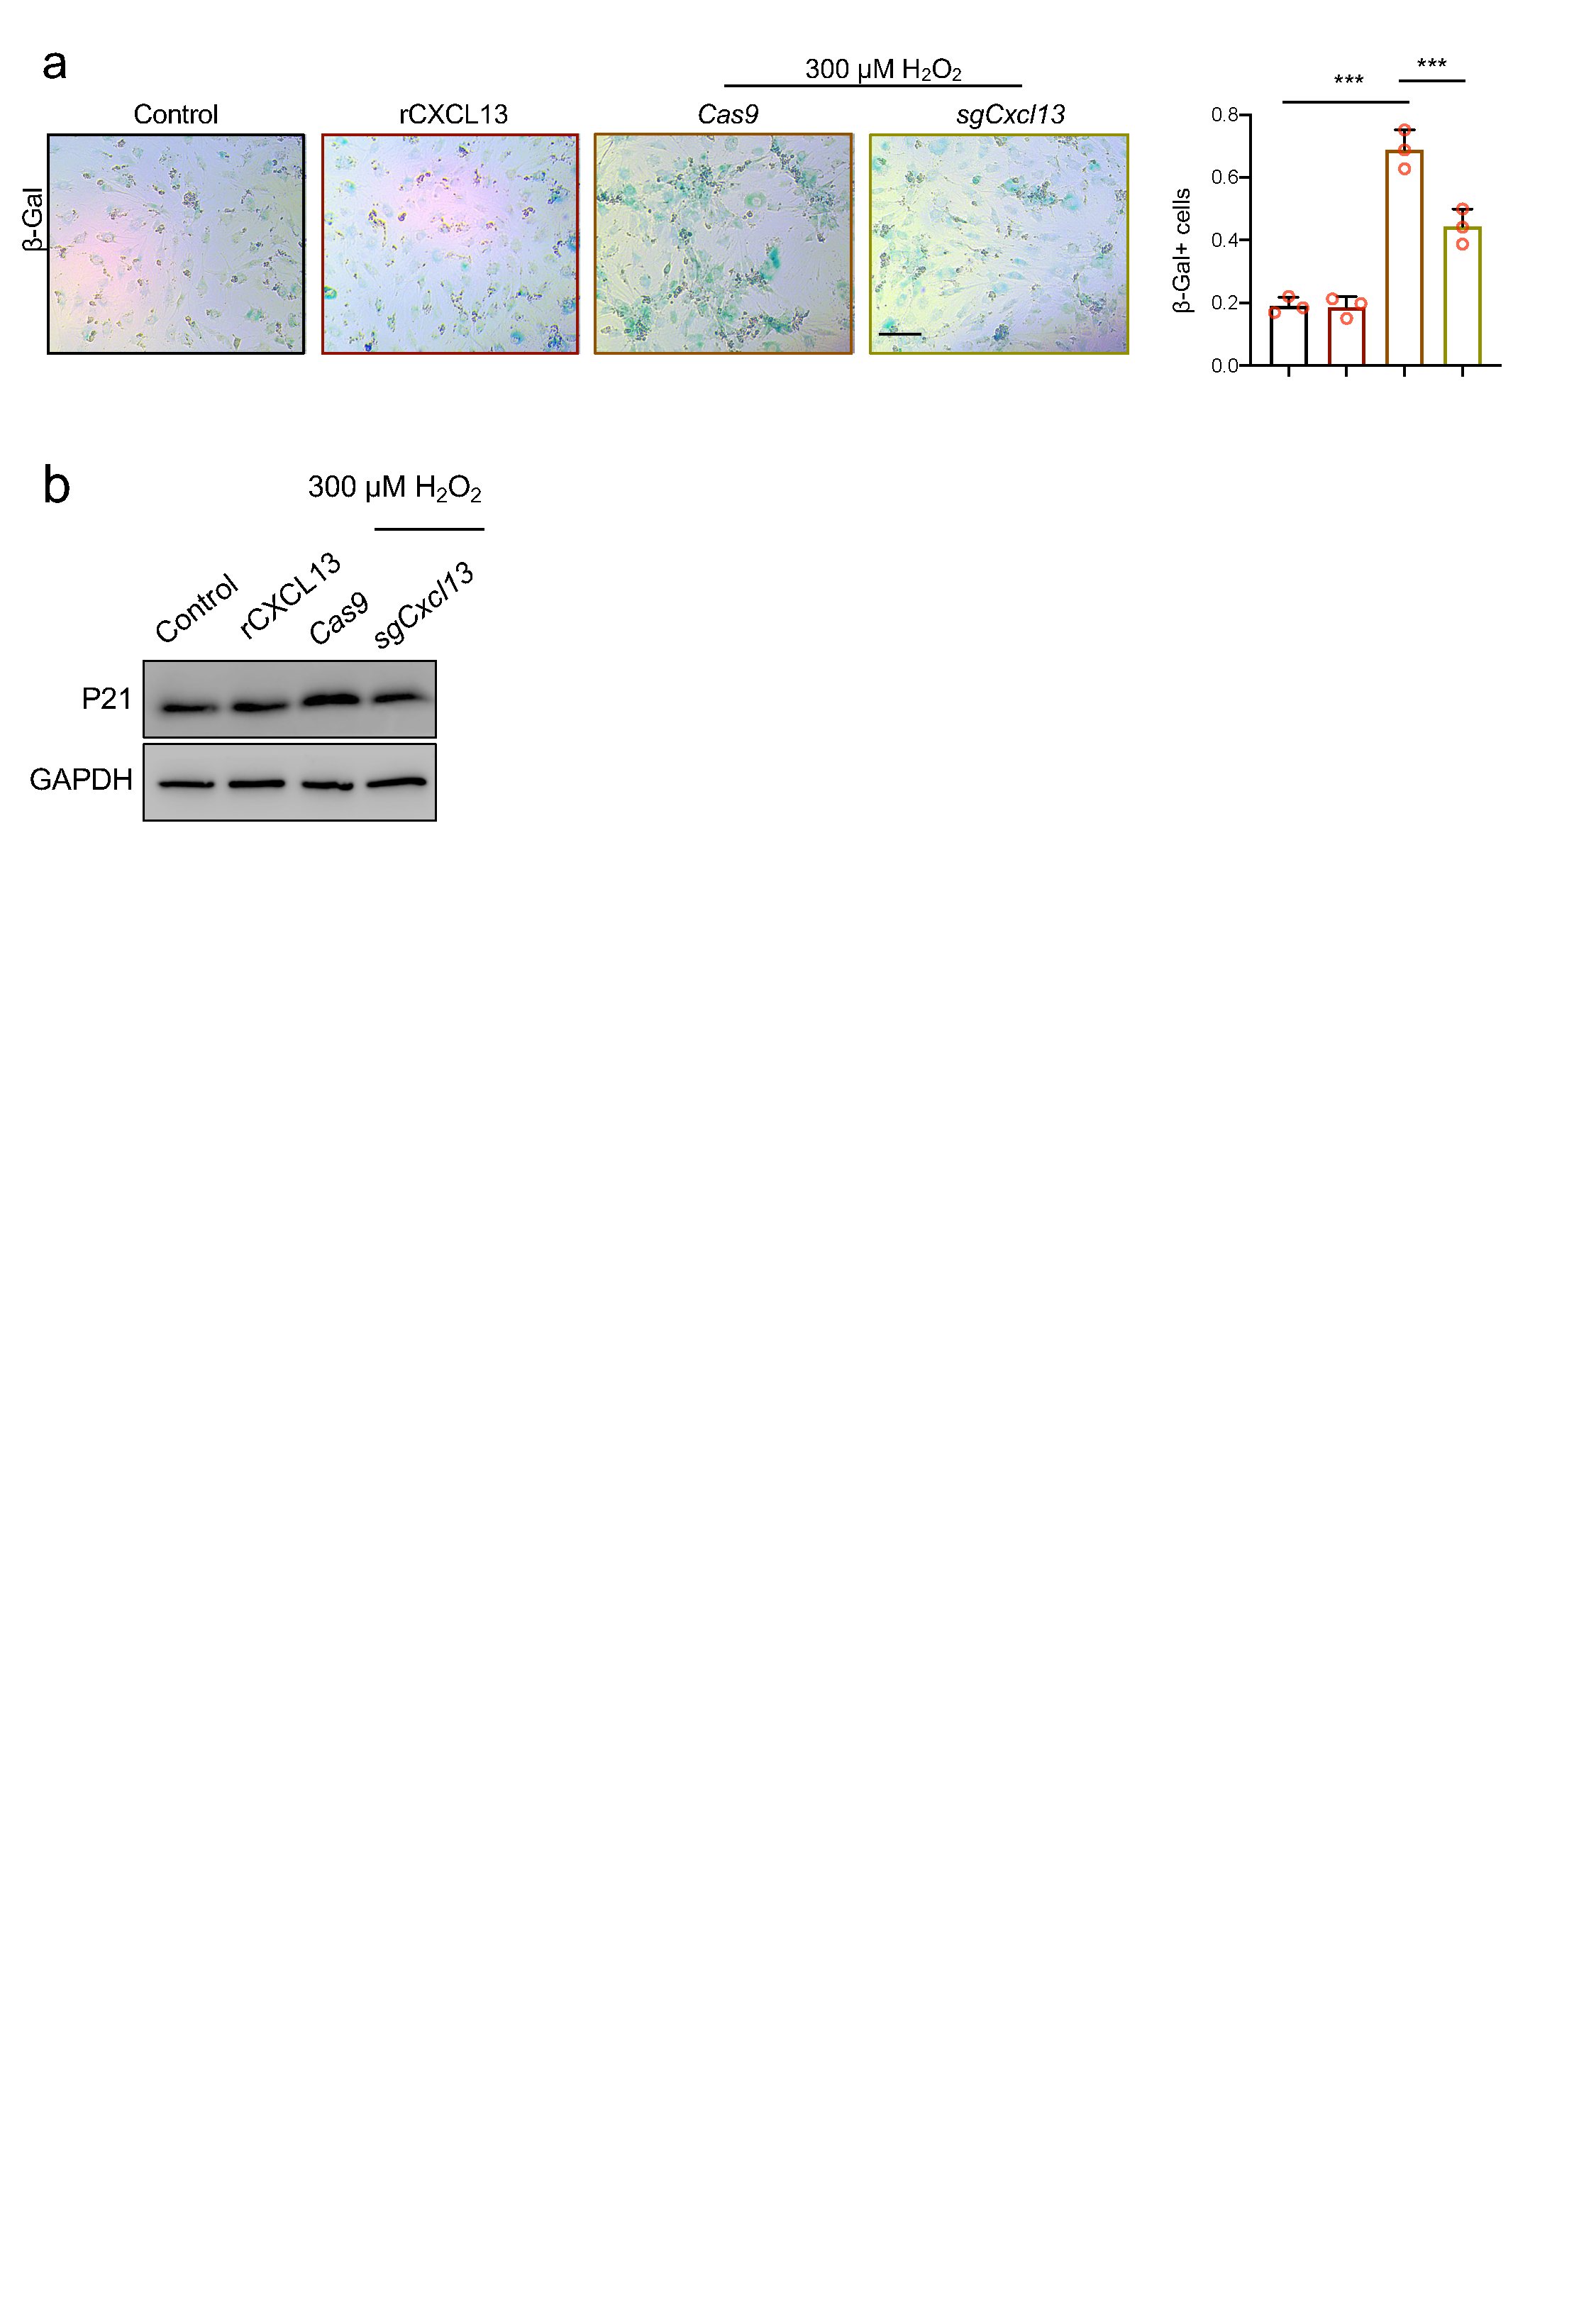

**Supplementary Fig. S5 CXCL13 was secretes by senescent TSCs.**

a. The β-Gal staining of TSCs treated with rCXCL13 or being knocked down with *Cxcl13* and their quantification. Scale bar = 50 μm.

b. Protein level of p21 of TSCs treated with rCXCL13 or being knocked down with *Cxcl13.*

*p*-value was calculated by one-way ANOVA followed by Tukey’s multiple comparisons tests. Data were shown as mean ± SD. ****p* < 0.001.

**
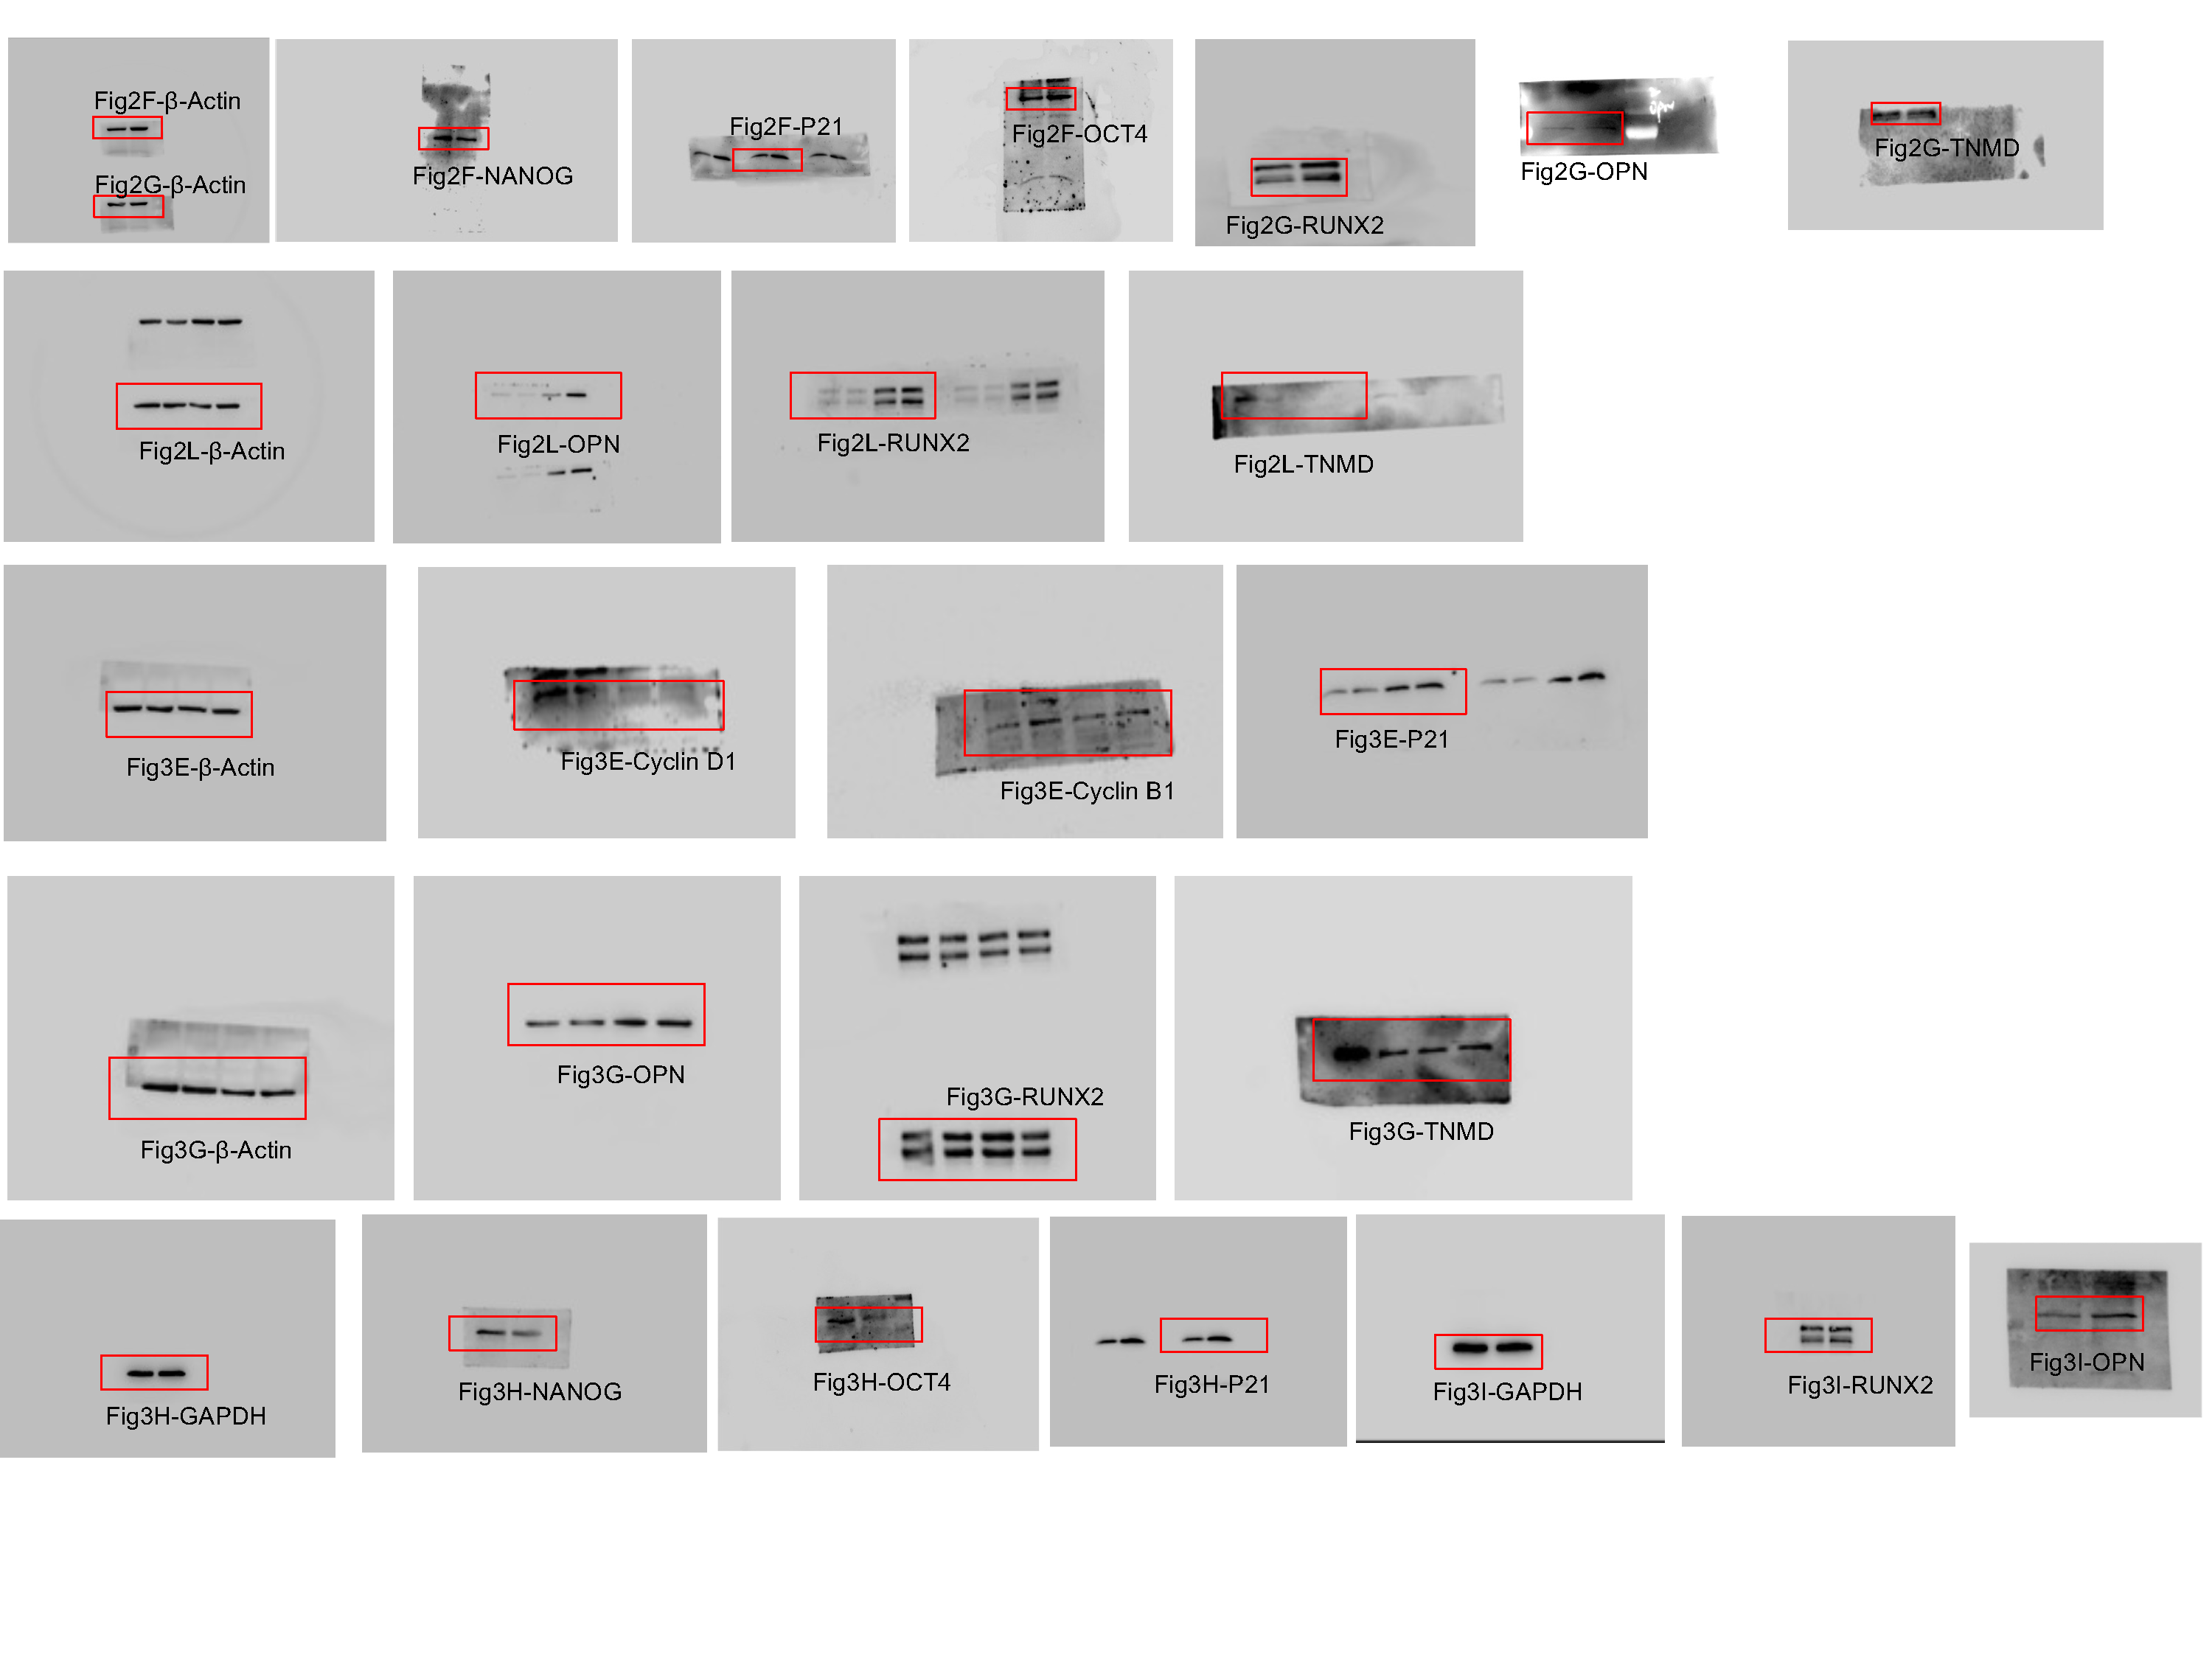
**

**
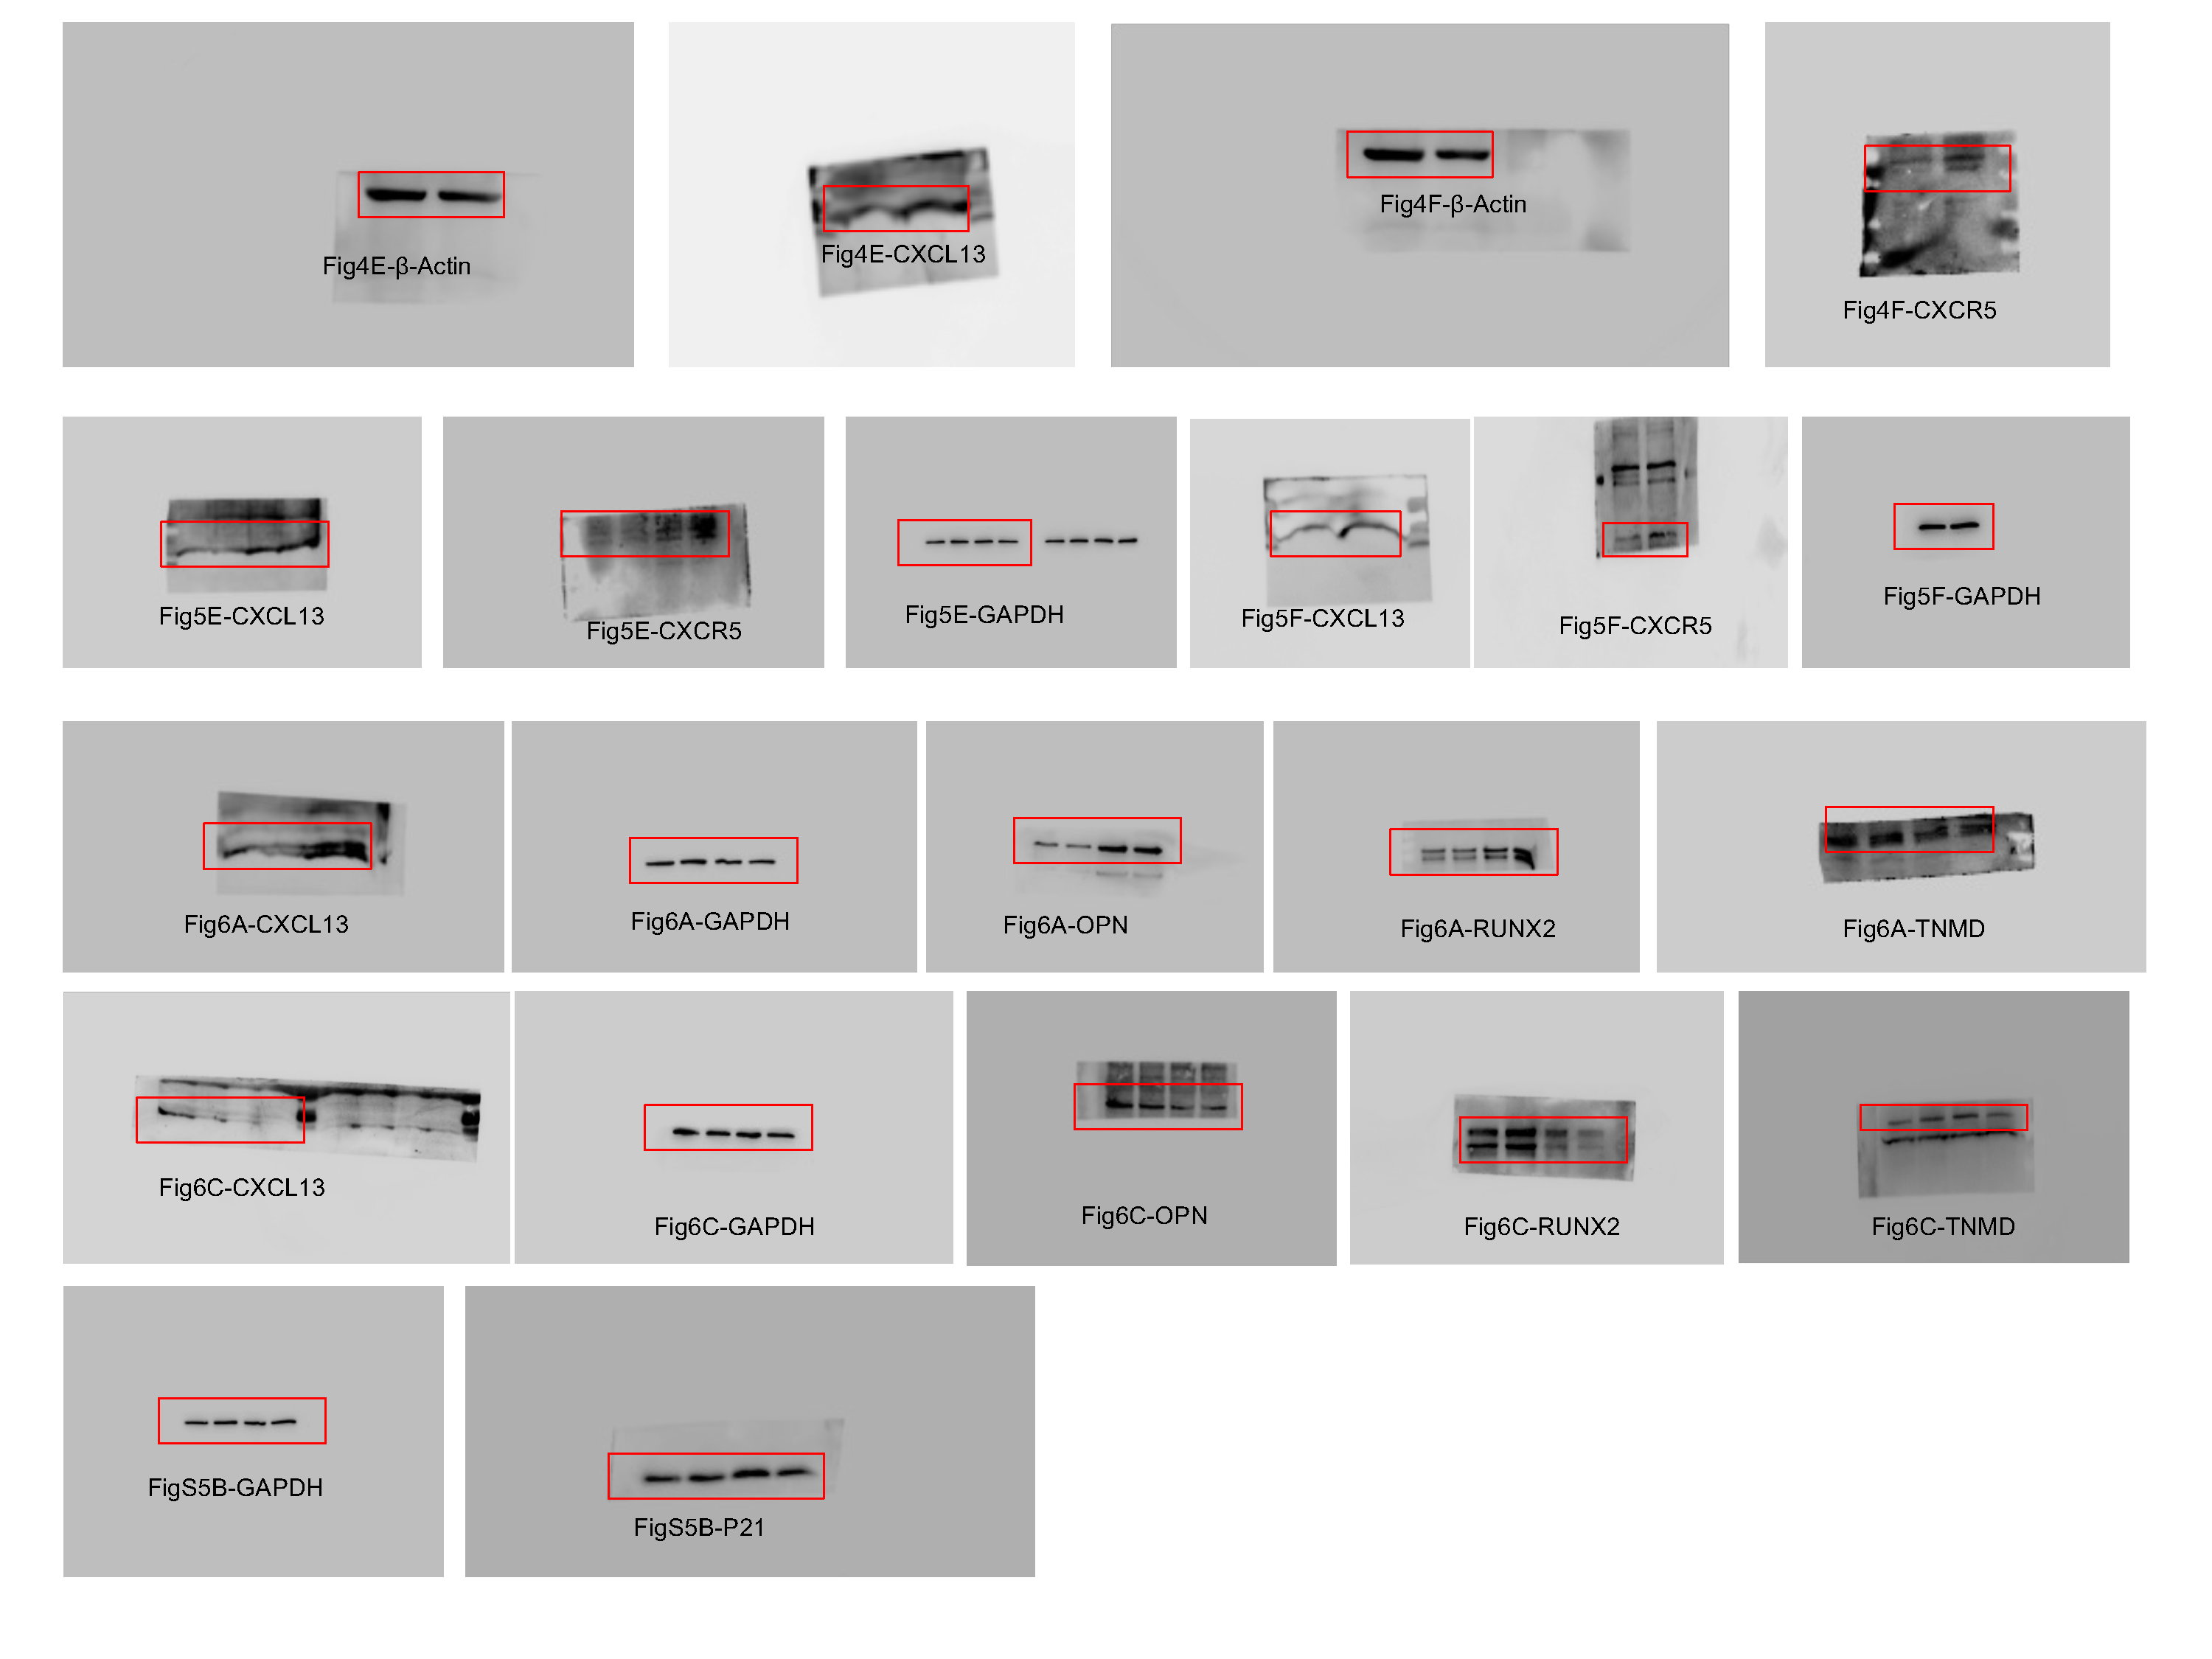
**

**Supplementary Fig. S6 Original blot data**

**Supplementary Table 1. The age, sex, BMI, and HbA1c level of healthy control patient and Hyperglycemia patient.**

|  | **Healthy control (n = 40)** | **Diabetes patients (n = 20)** | ***p-*value** |
| --- | --- | --- | --- |
| Age (years) | 59.73 ± 12.18 | 63.45 ± 8.23 | 0.226 |
| Sex, M;F (%F) | 21;19 (47.50%) | 11;9 (45%) | 0.855 |
| BMI (kg/m^2^) | 22.53 ± 2.91 | 24.02 ± 3.79 | 0.098 |
| HbA1c (%) | 4.84 ± 0.18 | 8.29 ± 1.79 | < 0.001 |

**Supplementary Table 2.** Primers sequences for qPCR.

| Gene  (Accession number) | Direction | Sequences (5'-3') (Tm) | Ampli-cation （bp） |
| --- | --- | --- | --- |
| *Actb*  *NM_007393.5* | forward | GGCTGTATTCCCCTCCATCG (59.96℃) | 154 |
|  | reversed | CCAGTTGGTAACAATGCCATGT (59.44℃) |  |
| *Ocn*  *NM_001032298.3* | forward | CTGACCTCACAGATCCCAAGC (60.41℃) | 187 |
|  | reversed | TGGTCTGATAGCTCGTCACAAG (59.84℃) |  |
| *Runx2*  *NM_001271630.2* | forward | GACTGTGGTTACCGTCATGGC (61.27℃) | 84 |
|  | reversed | ACTTGGTTTTTCATAACAGCGGA (59.11℃) |  |
| *Sp7*  *XM_006520519.5* | forward | GGAAAGGAGGCACAAAGAAGC (59.73℃) | 218 |
|  | reversed | CCCCTTAGGCACTAGGAGC (58.86℃) |  |
| *Alpl*  *NM_001287172.2* | forward | CCAACTCTTTTGTGCCAGAGA (58.42℃) | 110 |
|  | reversed | GGCTACATTGGTGTTGAGCTTTT (59.99℃) |  |
| *Col1a1*  *NM_007742.4* | forward | GCTCCTCTTAGGGGCCACT (60.69℃) | 103 |
|  | reversed | CCACGTCTCACCATTGGGG (60.38℃) |  |
| *Scx*  *NM_198885.3* | forward | CTGGCCTCCAGCTACATTTCT (59.79℃) | 237 |
|  | reversed | GTCACGGTCTTTGCTCAACTT (59.06℃) |  |
| *Tnmd*  *NM_022322.2* | forward | ACACTTCTGGCCCGAGGTAT (60.62℃) | 154 |
|  | reversed | GACTTCCAATGTTTCATCAGTGC (58.52℃) |  |
| *Mkx*  *NM_177595.4* | forward | GGGGAGCCGTGCTTTTTGA (60.90℃) | 189 |
|  | reversed | GCCTTACCTTCCCTCCATTCTG (60.42℃) |  |
| *IL1A*  *NM_010554.4* | forward | CGAAGACTACAGTTCTGCCATT (58.41℃) | 126 |
|  | reversed | GACGTTTCAGAGGTTCTCAGAG (58.43℃) |  |
| *IL1B*  *NM_008361.4* | forward | GCAACTGTTCCTGAACTCAACT (59.05℃) | 89 |
|  | reversed | ATCTTTTGGGGTCCGTCAACT (59.58℃) |  |
| *IL6*  *NM_031168.2* | forward | TAGTCCTTCCTACCCCAATTTCC (59.22℃) | 76 |
|  | reversed | TTGGTCCTTAGCCACTCCTTC (59.37℃) |  |
| *Cxcl1*  *NM_008176.3* | forward | CTGGGATTCACCTCAAGAACATC (59.06℃) | 117 |
|  | reversed | CAGGGTCAAGGCAAGCCTC (60.68℃) |  |
| *Cxcl2*  *NM_009140.2* | forward | CCAACCACCAGGCTACAGG (60.00℃) | 108 |
|  | reversed | GCGTCACACTCAAGCTCTG (58.85℃) |  |
| *Cxcl5*  *NM_009141.3* | forward | GTTCCATCTCGCCATTCATGC (60.00℃) | 103 |
|  | reversed | GCGGCTATGACTGAGGAAGG (60.25℃) |  |
| *Cxcl9*  *NM_008599.4* | forward | GGAGTTCGAGGAACCCTAGTG (59.52℃) | 82 |
|  | reversed | GGGATTTGTAGTGGATCGTGC (59.06℃) |  |
| *Cxcl10*  *NM_021274.2* | forward | CCAAGTGCTGCCGTCATTTTC (60.67℃) | 157 |
|  | reversed | GGCTCGCAGGGATGATTTCAA (61.02℃) |  |
| *Cxcl11*  *NM_019494.1* | forward | GGCTTCCTTATGTTCAAACAGGG (59.81℃) | 108 |
|  | reversed | GCCGTTACTCGGGTAAATTACA (58.48℃) |  |
| *Cxcl12*  *NM_001012477.2* | forward | TGCATCAGTGACGGTAAACCA (59.93℃) | 146 |
|  | reversed | TTCTTCAGCCGTGCAACAATC (59.73℃) |  |
| *Cxcl13*  *NM_018866.3* | forward | GGCCACGGTATTCTGGAAGC (61.10℃) | 108 |
|  | reversed | GGGCGTAACTTGAATCCGATCTA (60.24℃) |  |
| *Cxcl14*  *M_019568.2* | forward | GAAGATGGTTATCGTCACCACC (58.80℃) | 116 |
|  | reversed | CGTTCCAGGCATTGTACCACT (60.61℃) |  |
| *Cxcl15*  *NM_011339.2* | forward | CAAGGCTGGTCCATGCTCC (60.75℃) | 183 |
|  | reversed | TGCTATCACTTCCTTTCTGTTGC (59.25℃) |  |
| *Cxcl16*  *NM_023158.7* | forward | CCTTGTCTCTTGCGTTCTTCC (59.20℃) | 139 |
|  | reversed | TCCAAAGTACCCTGCGGTATC (59.52℃) |  |
| *Cxcl17*  *NM_153576.2* | forward | AGGTGGCTCTTGGAAGGTG (59.24℃) | 214 |
|  | reversed | GGTGACATCGTTTGAGAAATTGC (59.09℃) |  |

How the deposited data were processed for this re-analysis (not part of the article)

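The samples were 8 libraries of mRNA from mouse TSCs, 4 biological replicates cultured in HFHG medium and 4 in low glucose medium for 4 days. Conditions and replicate numbers were taken from the sample labels, and the doses from the paper. The authors deposited FPKM values, which are read counts divided by the gene length and by the number of mapped reads of the library, for 19301 genes, and the replicates were not pooled. The aligner, the counting program, the genome build, the annotation and its version, and any filter on reads or genes are not named in the paper's text. The way reads of near-identical genes were assigned is therefore unknown, and values of gene families such as the trypsins are uncertain. No column of per-sample values was left unused.

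The number of reads behind each FPKM was recovered by searching for the library totals and the gene lengths that make the values of a gene whole numbers of reads in all 8 libraries. This gave whole reads for 19301 of 19301 genes (100%), and the chosen totals were shared by at least 320 genes with low values. The recovered reads on the listed genes made up 99.8% of the totals. The recovered gene length lay within 0.8 to 1.25 times the length of a GENCODE M21 transcript for 71.8% of the 10687 genes with at least 1000 reads. On simulated data, the search found 8 of 8 library totals and the exact reads of 99.7% of 2469 genes with at least 100 reads. Gene positions come from GENCODE M21 (GRCm38), matched by symbol for 96.2% of the genes, and NCBI gene numbers come from the deposited table. The recovered reads served to describe depth, for the limits of genes with few reads and for added alternatives. The differential expression test used the FPKM.

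Genes with an FPKM of at least 0.5 in at least 4 of the 8 libraries were tested, which left 11710 genes. limma 3.58.1 in R 4.3.3 was run on log2(FPKM + 0.1) with lmFit and eBayes with an intensity trend, and the contrast was HFHG minus low glucose without further covariates. P-values were adjusted by the Benjamini-Hochberg method. The threshold of the paper's methods, a log2 fold change above 1 with an unadjusted p-value below 0.05, was used for counts of genes, and counts with the adjusted p-value were made beside it. Single genes were also compared with an exact two-sided permutation test over the 70 arrangements of 4 against 4 libraries, which cannot give a p-value below 0.0286. Genes below the filter were reported by their values in each library and the permutation test. On simulated data with 200 changed genes among 11668, the fit found 196 (98%) at an adjusted p-value below 0.05, and 12 unchanged genes were called (5.77% of the calls). Of 11468 unchanged genes, 4.91% had an unadjusted p-value below 0.05.

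GO terms and KEGG pathways were taken from the annotation in the deposited table, which does not separate biological processes from the other GO classes, so all GO terms with at least 5 tested genes were included. The plan had named biological process terms only, for the tests and for the background, and this was changed after the table was seen. The number of terms tested changes the adjusted p-values of all GO terms. Enrichment was a one-sided hypergeometric test against the tested genes with any GO term (or any KEGG pathway). The paper used DAVID for this step. Gene lists were tested with camera of limma at a preset inter-gene correlation of 0.01, with adjustment over 10 lists: SASP, CXCR chemokine receptor binding, tenogenic, osteogenic, proliferation, fatty acid response, cholesterol synthesis, ER stress, macrophage and interferon genes. The published SASP set of the paper's GSEA was not used here, and its list was written from general knowledge of that set.

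The genes named in the text are those that the paper names in its text, its primer table or legibly in Fig. 4a, the 5 upregulated and 5 downregulated genes with the largest log2 fold change, and for a term or list the 3 members with the largest log2 fold change at an adjusted p-value below 0.05. The 10 genes with the largest change also had to have a mean of at least 1 FPKM, an adjusted p-value below 0.05 and values that did not overlap between the groups. Other genes (such as Pgf, Fabp3, Cd163, C1qa, Lyz2 and Trib3) were chosen after their values were seen. Arrdc4, Hspa5 and Hsp90b1 were chosen after the ER stress list had been seen and before the value of Arrdc4 was. This rule, the tests, the gene lists and the alternatives were set before the data were examined, apart from those described as added and the change to all GO classes. A test with a count model, planned as an alternative if whole reads could be recovered, was not run.

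The alternatives were a pseudocount of 1 or 0.01, no filter on low values, a minimum of 1 FPKM, rescaling to the same sum, median-ratio scaling, quantile normalization, the replicate number as a block, a robust eBayes, each library left out in turn, upregulated genes by the adjusted p-value, all annotated genes as the background, the EASE score of DAVID, and for lists camera with the estimated correlation, fry, and a GSEA enrichment score. Added after seeing the data were voom on the recovered reads with and without the filter. Trends of each library on GC content and gene length were removed as a check, for the 98.1% of tested genes with a known GC content. On simulated data with such trends, this step lowered the spread of 11492 genes from 0.296 to 0.0862 on the log2 scale, where the noise was 0.0707. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for the recovery of reads and the tables. The qPCR, protein, staining, serum and human samples of the paper, and the rat tendon RNA-seq, were not analysed here.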

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

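The camera test of the macrophage list was set before the data were examined. The other tests of the macrophage genes described here were chosen only after the result was seen, and the comparisons of single libraries carry no further test.

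In 6 of 86 groups of 4 replicates, 1 library lay apart from the others, with a gap to the next library above Dixon's critical share of the range of its group, where chance gives about 4.3. Il1b was 2.25 FPKM in HFHG replicate 3 and 1.5 to 1.60 in the other HFHG replicates, a gap of 0.846 of the range. For Txnip in HFHG, replicate 1 was at 193 FPKM against 186 to 187, a gap of 0.889 of the range. HFHG replicate 4 was lowest for Gapdh, 41.0 against 43.3 to 43.7 FPKM, a gap of 0.847 of the range. In low glucose, replicate 3 was highest for Runx2 (4.31 against 3.97 to 4.02 FPKM, a gap of 0.849) and lowest for Cilp (0.331 against 0.499 to 0.530 FPKM, a gap of 0.868), and replicate 4 was highest for Chchd10 (98.5 against 84.9 to 86.3 FPKM, a gap of 0.890). The number is close to what chance gives and the libraries differ, so the single values carry no sign of a faulty library. With any 1 library left out, the log2 fold change stayed between 1.57 and 1.77 for Il1b, 5.92 and 6.03 for Txnip, -0.48 and -0.44 for Gapdh, 0.20 and 0.24 for Runx2, 3.50 and 3.69 for Cilp, and -2.62 and -2.54 for Chchd10. The libraries of a group share 1 medium, so the design gives no biological explanation to test.

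The paper does not report macrophage genes in its RNA-seq of TSCs. Of the 14 markers in the macrophage list, 13 had at least 1 FPKM in all 8 libraries, and Cd163 did not. Lyz2 was the most abundant of those named here, at 1637 ± 19.5 FPKM in HFHG and 1765 ± 32.6 in low glucose (SD, n = 4 each), and C1qa was at 18.6 ± 0.549 and 36.6 ± 2.68 FPKM. The abundant transcripts of macrophages being there at this level is consistent with macrophages among the cultured cells, which is a hypothesis. How many of these genes TSCs express themselves was not tested, and none of the markers is in the SASP list (0 shared genes). The list was lower in HFHG, with 12 of 13 tested markers lower and a median log2 fold change of -0.57 (camera adjusted p = 4.10e-04, 2.98e-07 to 0.0592 over the alternatives, the highest with the correlation estimated from the data). A smaller share of macrophages in HFHG could lower them, but alone it would lower the abundant markers alike. The 9 markers with a mean of at least 10 FPKM were 1.23 apart on the log2 scale, from -0.97 (standard error 0.0484) for C1qa to 0.26 (standard error 0.0410) for Cd14, which argues against a change in share as the whole cause. A change of expression within the cells, due to glucose, to palmitic acid or to both, stays open and was not tested.

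The paper does not report on the fatty acid response as a group of genes, although Pdk4 is among the genes labelled in Fig. 4a. The list of these genes was higher in HFHG, with 12 of 14 tested genes higher, a median log2 fold change of 0.86 and a camera adjusted p-value of 1.23e-04. The adjusted p-value ran from 1.31e-08 with fry to 0.0592 with the correlation estimated from the data. Pdk4 (4.65), Angptl4 (1.55) and Cpt1a (1.49) had the largest log2 fold changes, and Fabp3 had the lowest (-0.95). The scaling of the libraries is an unlikely source, since the median log2 fold change over all tested genes lay between -0.02 and 0.07 under the 3 other scalings. A response of TSCs to palmitic acid may be behind this difference. Glucose and palmitic acid were changed together in HFHG, so their effects were not separated, and GC content or gene length was not tested for this list on its own.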

How the results depend on the processing

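Over the results that answer a comparison, 303 values were recomputed for 16 results. Of these, 276 kept their direction and their side of the threshold (or stayed within 1.5 times the count), 9 lost the threshold, 6 gained it, 1 reversed and 11 counts moved. For single genes, 675 of 701 values were unchanged in this sense, 21 lost the threshold, 2 gained it and 3 reversed. For the other terms and lists, 512 of 543 values were unchanged, 21 lost the threshold, 7 gained it and 3 reversed. Where a value below changed, the cause was not tested unless a cause is given.

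The counts of 431 upregulated and 193 downregulated genes (431 and 191 at the adjusted p-value) fell to 197 and 106 (197 and 106) with a pseudocount of 1, which by construction shrinks the fold changes of genes with low FPKM. They rose to 1257 and 436 (1054 and 366) with voom on the recovered reads without a filter, which was chosen after seeing the data and tests 19301 genes in place of 11710. The other alternatives stayed within 1.5 times, from 355 to 545 upregulated genes. With each library left out in turn, the counts ran from 424 to 443 upregulated and from 186 to 196 downregulated genes (424 to 442 and 186 to 196 at the adjusted p-value).

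The CXCR set had an adjusted p-value of 0.0481, which became 0.0501 with a pseudocount of 0.01, 0.0649 with a minimum of 1 FPKM, 0.0510 with median-ratio scaling and 0.127 with the correlation estimated from the data. Over the fits that each left out 1 library it ran from 0.0359 to 0.0599, and over all alternatives from 2.79e-07 to 0.127. The SASP set kept its call except with the estimated correlation, where the adjusted p-value was 0.0556 (range over the alternatives 3.02e-08 to 0.0556). With that correlation 0 of the 8 other lists had an adjusted p-value below 0.05 (6 of them under fry, 3 with the preset correlation). At an unadjusted p-value, the fatty acid response, ER stress and macrophage lists stayed below 0.05 with the estimated correlation (0.0235, 0.0111 and 0.0237).

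Among the terms, cell-cell signaling and cell communication passed the adjusted threshold only without the filter on low values (0.0195 and 0.0247, ranges 0.0195 to 0.963 and 0.0247 to 1.00). With a pseudocount of 1, cell communication had 0 upregulated genes and so reversed (adjusted p = 1). Osteoblast differentiation passed with quantile normalization (0.0415, range 0.0415 to 0.447), and ran from 0.00931 without HFHG replicate 1 to 0.198 without HFHG replicate 4 over the fits that each left out 1 library. With every annotated gene as the background, 3 pathways of Fig. 4b in place of 6 had an adjusted p-value below 0.05, and cytokine-cytokine receptor interaction was at 0.0653 (range 0.00244 to 0.0653).

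The reversals were in results that were not past a threshold, except for Actb. The log2 fold change of Cxcl2 was 0.027 with FPKM rescaled to the same sum and 0.0011 with quantile normalization, and that of Actb was 0.22 with quantile normalization, where it was -0.12 as deposited. The direction of the interferon list changed without the filter (adjusted p = 0.975) and without HFHG replicate 1 (0.935), in a range from 0.777 to 1.00 over the fits that each left out 1 library. The cholesterol synthesis list changed direction under fry (adjusted p = 0.136, range 0.136 to 0.871).

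HFHG and low glucose replicates carry the same numbers, but the numbers did not pair the samples. The correlations of the deviations of same-numbered libraries were -0.0207, -0.00955, -0.00558 and -0.0736. With the replicate number as a block, 431 genes were upregulated and 194 were downregulated (431 and 194 at the adjusted p-value), and 7342 genes had an adjusted p-value below 0.05 at any fold change. The block changed no other call among the results described here.

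DESeq2 had been planned as an alternative for the case that whole reads could be recovered. Whole reads were recovered, but DESeq2 was not run, because count models were not used on values deposited as FPKM. Voom on the recovered reads was run in its place and was chosen after seeing the data, so how the counts of genes would move under DESeq2 is unknown. Depth limits the genes with few reads. Of the 20 genes named in the paper that were below the filter, 10 had an adjusted p-value below 0.05 when the filter was left out and 12 with voom on the recovered reads. Cxcl13 and Cxcr5 were not among them (0.585 and 0.534 without the filter, 0.656 and 0.513 with voom).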

Differences from the paper's values

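The paper reports 849 upregulated genes in HFHG, the paper's value, and 431 were counted here at the same threshold. None of the 17 alternatives set before the data were examined came within 1.5 times of the paper's number; without the filter on low values the count was 545. With voom on the recovered reads and no filter, which was chosen after seeing the values, it was 1257, within 1.5 times of the paper's.

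The paper tested its 849 upregulated genes with DAVID, and 431 genes were tested here with the annotation of the deposited table. The p-value of a term depends on the size of the list and on the background, so unlike lists alone can give unlike values. Voom on the recovered reads was not run for the terms. For the 27 terms of Fig. 4b, the −log10 of the unadjusted p-value was compared with the paper's bars, and 15 terms differed by more than 1.5 times. For 5 of them, none of the 19 alternatives set before the data were examined came within 1.5 times. These were multicellular organism development (3.88 here, about 8.0 in Fig. 4b, read by eye), signal transduction (1.79 here, about 4.5 in Fig. 4b, read by eye), positive regulation of osteoblast differentiation (1.98 here, about 4.4 in Fig. 4b, read by eye), canonical Wnt signaling pathway (1.18 here, about 4.3 in Fig. 4b, read by eye) and the KEGG pathway of axon guidance (1.30 here, about 4.0 in Fig. 4b, read by eye).

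Axon guidance as a GO term was at 4.66 here and at about 8.2 in Fig. 4b, read by eye, and came within 1.5 times of the paper's value with a pseudocount of 0.01 only (5.48). Osteoblast differentiation was at 2.94 here and at about 5.3 in Fig. 4b, read by eye, and came within 1.5 times without HFHG replicate 1 (4.31), without low glucose replicate 2 (3.62) and without low glucose replicate 3 (3.55), but under no other alternative. For cell-cell signaling the value here was 2.81 and the paper's about 4.4 in Fig. 4b, read by eye, and 2 alternatives came within 1.5 times, no filter on low values (4.18) and a minimum of 1 FPKM (3.02). Leaving out the filter was the only alternative that came within 1.5 times for cell communication (2.46 here, 4.06 without the filter, about 4.3 in Fig. 4b, read by eye), breast cancer (2.37 here, 4.12 without the filter, about 4.6 in Fig. 4b, read by eye), pathways in cancer (1.27 here, 2.50 without the filter, about 3.6 in Fig. 4b, read by eye), the Wnt signaling pathway of KEGG (1.43 here, 2.58 without the filter, about 3.3 in Fig. 4b, read by eye) and gastric cancer (1.28 here, 2.50 without the filter, about 3.0 in Fig. 4b, read by eye). The Rap1 signaling pathway was at 1.95 here and at about 3.0 in Fig. 4b, read by eye. It came within 1.5 times under 10 of the 19 alternatives (both pseudocounts, both filters, median-ratio scaling, quantile normalization, without HFHG replicate 2 or 4, without low glucose replicate 2, and all annotated genes as the background). Focal adhesion was at 1.89 here and at about 2.9 in Fig. 4b, read by eye, and came within 1.5 times under 8 of them (the same ones apart from leaving out the filter and quantile normalization). The other 12 terms did not differ by more than 1.5 times, and neither did the enrichment scores of the SASP and CXCR sets in Fig. 4c.

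The paper states that osteoblast differentiation was significantly enriched, and it describes cell-cell signaling and cell communication as enriched too. Their unadjusted p-values here were 0.00116, 0.00153 and 0.00347, and their adjusted p-values were 0.0901, 0.112 and 0.174. Cell-cell signaling and cell communication passed an adjusted threshold of 0.05 without the filter on low values (0.0195 and 0.0247), and osteoblast differentiation with quantile normalization (0.0415) and without HFHG replicate 1, low glucose replicate 2 or low glucose replicate 3 (0.00931, 0.0293 and 0.0318).

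In the paper, Cxcl13 stands out as the C-X-C ligand with the strongest increase in HFHG (Fig. 4d), and its protein is higher in HFHG too (Fig. 4e). Cxcr5 is higher in HFHG by its protein (Fig. 4f). Fig. 4d was read here as qPCR, and the paper's text does not say whether its cultures were those that were sequenced. The RNA-seq libraries held 5 reads of Cxcl13 in HFHG and 2 in low glucose (p = 0.714, exact permutation test), and 22 and 16 reads of Cxcr5 (p = 0.571, exact permutation test). The ligand with the largest log2 fold change above the filter was Ppbp (2.09). The paper also shows Cxcl2 and Cxcl12 higher in HFHG in Fig. 4d, where the log2 fold changes here were -0.03 (0.027 with FPKM rescaled to the same sum, 0.0011 with quantile normalization) and -0.07. Cxcl12 passed as lower in HFHG with median-ratio scaling (log2 fold change -0.08, adjusted p = 0.0347) and with voom on the recovered reads (-0.07, adjusted p = 0.0432).

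The paper describes lower Scx and Tnmd and unchanged Mkx in HFHG medium by qPCR (Fig. S3). In the RNA-seq libraries, Tnmd was 1.10 ± 0.0908 FPKM in HFHG and 0.614 ± 0.298 in low glucose (SD, n = 4 each; log2 fold change 0.86, adjusted p = 0.0164 by limma). The log2 fold change of Tnmd ran from 0.52 to 1.07 over the fits that each left out 1 library and was 0.40 with a pseudocount of 1, and its adjusted p-value was at most 0.0485. Scx was 2.27 ± 0.558 and 1.45 ± 0.336 FPKM (log2 fold change 0.61, adjusted p = 0.0138 by limma). The groups overlapped for Scx (p = 0.0857, exact permutation test). Mkx was lower in HFHG, with a log2 fold change of -0.35 (adjusted p = 7.49e-04 by limma). The paper's p16 staining was higher in the tendons of DM mice, and Cdkn2a, the gene of p16, was lower in TSCs cultured in HFHG (log2 fold change -0.16, adjusted p = 0.00456 by limma). The former is protein in tissue and the latter RNA of cultured cells, so the 2 are not a like comparison. For TSCs cultured in HFHG the paper showed higher p21 protein (Fig. 3e), and Cdkn1a, the gene of p21, was higher here (log2 fold change 0.89).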

Other observations

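The tests of explanations in this part were chosen only after the result was seen, except the removal of the trends on GC content and gene length and the test of Arrdc4. The camera tests of the gene lists, the limma fit and the hypergeometric test were set before the data were examined, apart from the change to all GO classes.

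The 8 libraries can be split into 4 and 4 in 35 ways. Only 1 of the 35 splits, the real one, gave as many upregulated genes at the paper's threshold, and likewise 1 of 35 for downregulated genes, 1 for upregulated and 1 for downregulated genes at the adjusted p-value, 1 for the GO terms and 1 for the KEGG pathways of Fig. 4b. The next largest count of genes in one direction was 10. With lists of at most 10 upregulated genes, the other splits could hardly reach an adjusted threshold for any term. The results for the GO terms and KEGG pathways thus follow from the gene counts and are no separate support. For the gene sets, 2 of the 35 splits gave a camera p-value as small for SASP and 5 of the 35 for the CXCR set, and 16 of the 35 gave as many of the other lists with an adjusted p-value below 0.05. For the sets this count decides little, because 16 of the other splits exchange only 1 library between the groups and so keep part of the difference between the media. The other 18 splits exchange 2 libraries and hold each medium equally in both groups. Among these the smallest camera p-value was 0.109 for SASP and 0.0295 for the CXCR set (0.00516 and 0.0240 in the real split), and none of the other lists had an adjusted p-value below 0.05.

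More genes past the paper's threshold were higher than lower in HFHG, 69.1% of them. The tables argue against the scaling of the libraries as the source, since the lowest share under the 3 other scalings was 61.9% (75.1% with FPKM rescaled to the same sum). After the trends of each library on GC content and gene length were removed, the share was 69.1% with 410 genes up and 183 down, and 91.5% of the calls stayed, so these trends do not explain the share. An effect of the medium on TSCs is the biological hypothesis that remains, found and tested on the same data.

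Low glucose replicate 4 lay apart from the other low glucose libraries. The variance of the reads in its pairs was 8.29 to 12.1 times the Poisson variance on genes with a known GC content, and at most 4.03 times in the other low glucose pairs. Its total of 35591854 reads lies within the range of the others (34308108 to 36308533), which argues against lower depth. Its deviation from the other low glucose libraries followed gene length (Spearman correlation across 5982 genes -0.628) and GC content (0.429), where genes are not independent replicates. After removal of both trends its pairs were at 5.18 to 6.18 times and the other pairs at most at 3.48 times. GC content and gene length may thus be part of the cause but not all of it. What else sets this library apart was not tested, and the design gives no biological explanation, since its medium was that of the other 3. Without it, 432 genes were upregulated and 188 were downregulated.

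Cxcl13 had few reads in both groups. The gene length behind its FPKM was 1162 bases, 1.01 times the reference transcript, which argues against reads lost because the annotation lacks the transcript. With 5 and 2 reads, the upper 95% bound of the ratio between HFHG and low glucose was 25.6, so an unchanged gene and a several-fold increase cannot be told apart; the number of reads keeps this open.

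The ER stress list was lower in HFHG. Of its 14 genes 13 were lower, 12 of them at an adjusted p-value below 0.05, with a median log2 fold change of -0.85 (camera adjusted p = 2.74e-06, range over the alternatives 2.19e-09 to 0.0556). The lowest was Trib3 at -1.81. Palmitic acid as a source of ER stress predicts the opposite direction, and the median of -0.85 argues against it as the source of this difference. A candidate explanation is a shortage of glucose in the low glucose medium, which would raise the glucose-regulated chaperones there. Hspa5 (log2 fold change -1.05) was lower in HFHG, but it belongs to the list, so its decrease is not separate evidence. Hsp90b1 (-0.96) was lower as well, and it was chosen after the list had been seen. Arrdc4, which like Txnip follows glucose, was higher (1.37, adjusted p = 3.51e-11 by limma). Glucose and palmitic acid were changed together, so their effects cannot be told apart.

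Of the other lists, the tenogenic genes had a median log2 fold change of 0.49 (camera adjusted p = 0.119, 1.04e-07 to 0.181 over the alternatives). The osteogenic genes were at 0.21 (0.226, range 2.79e-07 to 0.632, with 5 of 12 genes tested). The proliferation genes were at -0.11 (0.445, range 0.00943 to 0.521). In each of these lists the lowest value was that of fry. The cholesterol synthesis genes were at -0.09 (0.808) and the interferon genes at 0.10 (0.917). Of the 116 SASP genes, 8 are also in another list.

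The paper measured a number of these genes in TSCs by qPCR or as protein. In the RNA-seq libraries, Il1a and Il6 had log2 fold changes of 1.59 and 0.17. Cdkn1a, the gene of p21, was at 506 ± 7.99 FPKM in HFHG and 273 ± 13.1 in low glucose (SD, n = 4 each; log2 fold change 0.89). Ccnd1 and Ccnb1 were at -0.12 and -0.42. Ccnb1 lost its call in 6 of the recomputed fits and Ccnd1 with quantile normalization (-0.05, adjusted p = 0.0539). Spp1, the gene of OPN, was at 0.68, and at 0.04 with quantile normalization. That setting decides little for Spp1, which took the most reads in every library, because genes of the same rank get the same value under it. Gapdh and Actb, which are often used as references for qPCR, moved as well, Gapdh at -0.46 (adjusted p = 6.01e-08 by limma) and Actb at -0.12 (0.22 with quantile normalization).

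The GO term with the smallest p-value among upregulated genes was extracellular region, with 108 of 733 genes (4.03-fold, p = 2.81e-38 by the exact hypergeometric test), a term for a cellular component. The GO terms of Fig. 4b are biological processes, so this term comes from testing all GO classes.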
